# Derangements and Reversibility of Energy Metabolism in Failing Hearts Resulting from Volume Overload: Transcriptomics and Metabolomics Analyses

**DOI:** 10.3390/ijms23126809

**Published:** 2022-06-18

**Authors:** Ying-Chang Tung, Mei-Ling Cheng, Lung-Sheng Wu, Hsiang-Yu Tang, Cheng-Yu Huang, Gwo-Jyh Chang, Chi-Jen Chang

**Keywords:** volume overload, compensated hypertrophy, heart failure, energy metabolism

## Abstract

Derangements in cardiac energy metabolism have been shown to contribute to the development of heart failure (HF). This study combined transcriptomics and metabolomics analyses to characterize the changes and reversibility of cardiac energetics in a rat model of cardiac volume overload (VO) with the creation and subsequent closure of aortocaval fistula. Male Sprague–Dawley rats subjected to an aortocaval fistula surgery for 8 and 16 weeks exhibited characteristics of compensated hypertrophy (CH) and HF, respectively, in echocardiographic and hemodynamic studies. Glycolysis was downregulated and directed to the hexosamine biosynthetic pathway (HBP) and *O*-linked-N-acetylglucosaminylation in the CH phase and was further suppressed during progression to HF. Derangements in fatty acid oxidation were not prominent until the development of HF, as indicated by the accumulation of acylcarnitines. The gene expression and intermediates of the tricarboxylic acid cycle were not significantly altered in this model. Correction of VO largely reversed the differential expression of genes involved in glycolysis, HBP, and fatty acid oxidation in CH but not in HF. Delayed correction of VO in HF resulted in incomplete recovery of defective glycolysis and fatty acid oxidation. These findings may provide insight into the development of innovative strategies to prevent or reverse metabolic derangements in VO-induced HF.

## 1. Introduction

In valvular insufficiency, sustained blood flow regurgitation leads to volume overload (VO) and ventricular remodeling, resulting in compensated hypertrophy (CH) in the early phase and progression to heart failure (HF) if left untreated. Chronic severe mitral regurgitation causes an increase in left ventricular (LV) wall stress due to excessive diastolic inflow volume [1]. The LV adapts during a typically long compensated state, marked by eccentric ventricular hypertrophy and enhanced ventricular compliance. After a variable period, the LV progresses from this transitional stage to a chronically decompensated stage [2]. Timely surgical repair or replacement of a dysfunctional valve may lead to favorable reverse remodeling and better clinical outcomes [2,3]. However, if surgery is delayed until significant symptoms develop, LV remodeling may not be reversible and will adversely affect clinical outcomes.

Growing evidence has demonstrated the role of cardiac energy derangements in the pathogenesis of HF [4]. Changes in energy metabolism vary with the etiology and severity of HF, as well as co-existing comorbidities such as diabetes and obesity. It is generally accepted that the major source of substrate utilization shifts from fatty acid oxidation to glucose metabolism as an oxygen-sparing mechanism in the process of cardiac remodeling [5,6,7]. This substrate shift, along with defects in the tricarboxylic acid (TCA) cycle, oxidative phosphorylation, and high-energy phosphate metabolism, eventually results in adenosine triphosphate deficiency and impaired contractility in failing hearts [8,9]. Pharmacological intervention to ameliorate energy and metabolic deficits has become a novel approach for improving cardiac efficiency.

Energy metabolic disturbances of VOed hearts in the transition toward HF are much less studied compared to pressure overload, myocardial ischemia, or dilated cardiomyopathy. Moreover, the reversibility of metabolic remodeling after early versus delayed surgical correction of hemodynamic overload remains unclear. Characterization of cardiac energy derangements in response to VO and metabolic reversibility after corrective surgery may help identify new therapeutic targets for VO-induced HF. The aortocaval fistula (ACF) operation is a commonly used experimental VO model [10,11,12,13]. This study aimed to investigate the changes in and reversibility of cardiac energy metabolism in VOed rat hearts by using a combination of transcriptomics and metabolomics analyses.

## 2. Results

### 2.1. Cardiac Remodeling after the Creation and Subsequent Correction of VO

The echocardiographic and hemodynamic findings are shown in Figure 1A,B, respectively, and summarized in Table S1. Adult, male, 8–10-week-old Sprague–Dawley (SD) rats subjected to ACF exhibited eccentric hypertrophy, with remarkable chamber dilation relative to the increase in ventricular wall thickness. LV systolic function, as measured by fractional shortening (FS), was preserved at 8 weeks, but reduced significantly at 16 weeks of VO, compatible with the phenotypes of CH and HF. Two other groups of rats with ACF creation underwent echocardiographic and hemodynamic studies at 8 and 16 weeks before being subjected to correction of volume overload by ACF ligation (CH_COV_ and HF_COV_ groups, respectively). Four weeks after ACF closure, the LV and left atrial (LA) diameters in CH and HF rats were slightly reduced and were still significantly larger than those in the corresponding sham controls. Notably, LV fraction shortening in HF rats did not improve after VO correction (47.72%, 35.52%, and 36.21% for controls, HF, and HF_COV_, respectively; *p* < 0.001 for HF_COV_ vs. controls; *p* = 0.772 for HF_COV_ vs. HF). In addition, the elevated LV end-diastolic pressure (LVEDP) and reduced maximal slope of LV systolic pressure increment (+dP/dt_max_) and diastolic pressure decrement (−dP/dt_max_) in failing hearts did not recover at 4 weeks after the correction, although it remains to be determined whether a longer period of observation would result in further improvement. Histological examination of the LV free wall showed that the size of cardiomyocytes determined by cross-sectional area was significantly increased in the CH and HF phases compared with that of the corresponding sham controls, and remained significantly larger after VO correction. Enlargement of the endomyosial and perimyosial space was found in the HF phase. Correction of VO resulted in narrowing of the enlarged endomyosial space but not the perimyosial space (Figure 1C). These findings suggest that the creation and closure of the ACF represent a suitable model for investigating VO-induced cardiac remodeling and reverse remodeling.

### 2.2. Transcriptomics Profiling of Cardiac Energy Metabolism in VO-Induced CH and HF

The histograms of top 30 canonical pathways, ranked by −log (*p* value), in the CH, CH_COV_, HF, and HF_COV_ phases are illustrated in Figures S1A,B and 2A,B, respectively. 

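Microarray values from the left ventricles of 16 male Sprague-Dawley rats were re-analysed, 4 control rats and 4 rats each at 8, 16 and 24 weeks after creation of an aortocaval fistula (ACF), a shunt that loads the heart with volume. The arrays at 8 weeks were taken as the CH phase and those at 16 weeks as the HF phase, by the times the paper gives. Within 0.0001, the paper's CH log2 fold change was found here for 18 of 19 genes and its HF value for 0 of 19. The paper's HF values were thus not made from these 4 HF arrays and these controls as they stand here. The sample labels call the control group baseline, whereas the paper compares with sham controls. Since the paper's CH values and p were found for 18 of 19 genes, these 4 arrays stood as its sham controls there. The match does not show the age of these rats or whether they had surgery. If these 4 rats were killed at baseline, they were younger than the ACF rats and had no surgery, so age and surgery would go with ACF in every comparison with control. The descriptions of the 24-week arrays read 24, 25, 26 and 27 weeks, and the paper gives no results for this group. Samples of the corrected groups were not analysed here. The authors' values are log2 intensities made by RMA (background correction, quantile normalization and summary per probe set) in Affymetrix Expression Console 1.2. The probe sets are those of another Affymetrix rat array than the one the methods name.
One probe set per gene, the one with the highest mean over all arrays, gave 14218 genes. Differences between group means were tested with limma, a linear model that shares information on the spread across genes, and p was adjusted over all genes by the Benjamini-Hochberg method. Genes passed at an adjusted p under 0.05. In simulated data with the spread of these arrays, 89.6% of genes changed 2-fold were recovered in the CH comparison and 89.6% in the HF comparison, and 62.7% and 58.2% of those changed 1.5-fold. The number of arrays limits the precision of every value.
The medians of the arrays lay at 2 levels. All 4 control arrays, 3 arrays at 8 weeks and 2 at 16 weeks had medians from 6.13 to 6.17, and 1 array at 8 weeks, 2 at 16 weeks and all 4 at 24 weeks had medians from 5.92 to 5.96. The median log2 fold change of all genes against control was -0.06 at 8 weeks, -0.12 at 16 weeks and -0.21 at 24 weeks, and the changes of gene groups are given relative to these medians. Values are also given with the level of the array as a block in the model and within the 9 arrays at the higher level, 2 choices made after seeing the data. The control and 24-week arrays share no level, so in that comparison the block separates level from condition only through the 8- and 16-week arrays, assuming that the level acts alike in every group.

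**Figure D1:**
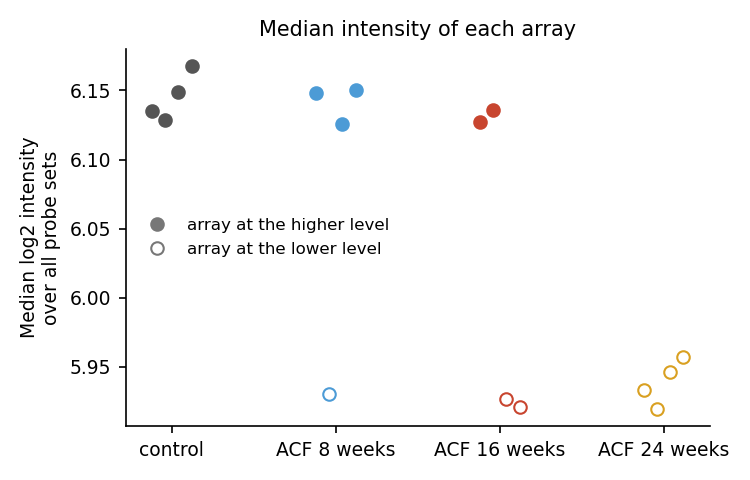
Median log2 intensity over all probe sets (vertical axis) of each of the 16 arrays, by group (horizontal axis). Filled points mark the 9 arrays at the higher level, from 6.13 to 6.17, and open points the 7 arrays at the lower level, from 5.92 to 5.96.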

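In the HF phase, 359 genes rose and 1006 fell against control (n = 4 arrays per group), and 706 rose and 714 fell once each array was centred on its median. The methods' test, adjusted over all genes, called 40 higher and 260 lower, and limma with array weights 458 and 2278. Genes of the extracellular matrix and of macrophages were prominent among the rises. Of 38 genes of fibrillar collagen and matrix, 13 rose and 1 fell (18 and 2 adjusted over the list alone). Postn, a matrix protein made by activated fibroblasts, had a log2 fold change of 4.16 (SE 0.55, adjusted p = 0.000618), and Timp1, an inhibitor of matrix metalloproteinases, of 2.74 (SE 0.47, adjusted p = 0.00262). Of 15 macrophage markers, 11 rose and none fell (13 adjusted over the list alone), among them the scavenger receptor genes Cd163, with a log2 fold change of 1.74 (SE 0.25, adjusted p = 0.000929), and Mrc1, with 1.60 (SE 0.20, adjusted p = 0.000591). Of 20 genes of hypertrophy and the fetal programme, 7 rose (10 adjusted over the list alone), including Nppa, the precursor of atrial natriuretic peptide, at 2.10 (SE 0.44, adjusted p = 0.00693). Of 18 markers of ventricular cardiomyocytes, Ckm and Tcap fell and 16 did not pass the test (8 fell when adjusted over the list alone). Of 16 circadian clock genes, 8 fell and 1 rose (9 and 4 adjusted over the list alone). By camera, limma's test of a list against the other genes, the matrix, macrophage and hypertrophy lists were higher (adjusted p = 9.64e-13, 8.31e-20 and 6.17e-09). With an estimated correlation between the genes of a list, adjusted p = 0.271, 0.242 and 0.267.
In the CH phase, 1 gene passed. Colec11, which encodes a collectin of the lectin pathway of complement, rose by 1.51 on the log2 scale (SE 0.19, adjusted p = 0.00309). At an unadjusted p under 0.05 there were 1088 genes, and the methods' test, adjusted over all genes, called 0. Centred arrays gave 13 genes, a fit on only the 8 arrays compared 39 and array weights 268.
Genes of glucose and lipid metabolism were counted at the paper's threshold, a fold change above 1.5 and an unadjusted p under 0.05 from limma. The lists were fixed for this count and are not the Ingenuity Pathway Analysis categories behind the paper's Venn diagrams. The counts are therefore not a recount of those diagrams. Of 66 genes of glucose metabolism, 3 passed in the CH phase, Eno3, Pfkfb1 and Gfpt2. In the HF phase 13 passed, of which 3 were higher and 10 lower. A second probe set of Pdp2, not the one that stood for the gene, also passed in the CH phase (fold 0.659, unadjusted p = 0.0133 from limma). Of 74 genes of lipid metabolism, 1 passed in the CH phase, Ehhadh, and 19 in the HF phase, of which 1 was higher and 18 lower. In the HF phase with centred arrays, 10 genes of glucose and 12 of lipid metabolism passed. The genes that passed in the CH phase also passed in the HF phase. In the direct comparison of the HF with the CH phase, 6 genes of glucose and 2 of lipid metabolism passed this threshold, and 2 and 2 did with the p of the methods' test. At an adjusted p under 0.05, 0 of 14218 genes differed between the phases in limma and 0 by the methods' test, and 1161 had an unadjusted p under 0.05 in limma.
With the array level as a block, 983 genes rose and 643 fell in the HF phase and 27 rose and 3 fell in the CH phase. Within the arrays at the higher level, which include 2 HF arrays, these counts were 1093 and 769, and 41 and 3. Between the phases 248 genes differed there, and 0 did with the block. The HF count of 1365 was 650 without control replicate 1, 733 without control replicate 2, 780 without control replicate 3 and 805 without HF replicate 1.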

The Venn diagrams showed that the number of differentially expressed genes involved in glucose and lipid metabolism increased as VOed hearts transitioned from CH to HF (Figure 2C). We validated the results of the microarray analysis by qPCR. Genes related to glycolysis and fatty acid oxidation were selected for the qPCR analysis. The genes that were downregulated in the microarray analysis in at least one phase were validated in all time phases. Microarray and qPCR analyses produced parallel results with respect to the upregulation or downregulation of particular genes, but with some differences in the magnitude of specific changes (Figure S2).

Differentially expressed genes involved in glycolysis, hexosamine biosynthetic pathway (HBP), and fatty acid oxidation are illustrated in Figure S3 (CH and CH_COV_) and Figure 3 (HF and HF_COV_) and summarized in Table S2. *Slc2a4*, the gene responsible for insulin-dependent transportation of glucose to the striated muscle and fat cells (GLUT4), was significantly downregulated in HF rats but not in CH rats. 

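Slc2a4 fell in the HF phase by 0.93 on the log2 scale (SE 0.20, adjusted p = 0.00837, n = 4 arrays per group), to 0.525 of the control level. All 4 arrays lay below the 4 control arrays (exact two-sided permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). Its log2 fold change in the CH phase was -0.34 (SE 0.20, adjusted p = 0.746). Of 5 measured genes of glucose uptake, Slc2a4 was the one that passed the test in the HF phase (1 adjusted over the list alone), and none passed in the CH phase. Its direct difference between the HF and the CH phase was -0.59 on the log2 scale (SE 0.20, adjusted p = 0.442). Part of this difference rests on HF replicate 1, and the CH arrays lay from 10.96 to 11.45. One HF array, replicate 1, had a value of 9.91, and the 3 others lay from 10.83 to 10.85; without it the log2 fold change was -0.70 (adjusted p = 0.0224). It did not pass with the methods' test adjusted over all genes (adjusted p = 0.0987). A block for the array level gave -1.04 (adjusted p = 0.0083), and the arrays at the higher level alone -1.17. A second, dimmer probe set of Slc2a4 had a log2 fold change of -0.39 in the HF phase. It did not pass (adjusted p over all probe sets = 0.0894).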

Genes involved in glycolysis, including phosphofructokinase, muscle type, or PFK1 (*Pfkm*), fructose-bisphosphate aldolase B (*Aldob*), muscle-specific phosphoglycerate mutase 2 (*Pgam2*) and enolase 3, beta, muscle (*Eno3*) were downregulated in the HF phase (Figure 3A). 

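In the HF phase 5 genes of glycolysis passed the test, going both ways. Pgam2 fell to 0.499 of the control level (SE 0.19 on the log2 scale, adjusted p = 0.00423, n = 4 arrays per group), Eno3 had a log2 fold change of -1.14 (SE 0.25, adjusted p = 0.00974) and Pfkm one of -0.79 (SE 0.16, adjusted p = 0.00556). Pfkp, the platelet-type phosphofructokinase, rose by 1.28 (SE 0.24, adjusted p = 0.00413) and Eno2, the neuronal enolase, by 1.34 (SE 0.36, adjusted p = 0.026). Of 17 measured glycolysis genes, 2 rose, 3 fell and 12 did not pass the test (2 and 4 adjusted over the list alone). None of the 17 passed in the CH phase; the log2 fold change of Eno3 was -0.66 (SE 0.25, adjusted p = 0.52), and -0.42 without CH replicate 1 (adjusted p = 0.69). The direct difference between the phases was -0.76 for Pgam2 (SE 0.19, adjusted p = 0.345) and -0.48 for Pfkm (SE 0.16, adjusted p = 0.423). For Pfkm, part of it rests on HF replicate 1 (10.62), below the other HF arrays (11.20 to 11.41). Within the arrays at the higher level, 3 CH and 2 HF arrays, Pgam2 was lower in the HF than in the CH phase (-1.19, adjusted p = 0.00675). With the array level as a block the difference was -0.83 and did not pass (adjusted p = 0.0955). Once centred, these 2 HF arrays still lay below the 2 others (-1.58 and -1.23 against -0.62 and -0.32 from the control mean). Whether the level or a difference between the rats accounts for this was not tested. The whole list did not differ from the other genes in the HF phase, with a median of 0.03 relative to all genes (camera, adjusted p = 0.807). In the same arrays the macrophage markers had a relative median of 1.07.
With the methods' test adjusted over all genes, Pgam2, Eno3 and Pfkm did not pass (adjusted p = 0.0855, 0.0812 and 0.0827). Modelled with the array level as a block, the log2 fold changes were -1.15 for Pgam2, -1.26 for Eno3 and -0.82 for Pfkm, and within the arrays at the higher level -1.37, -1.43 and -0.94.

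**Figure D2:**
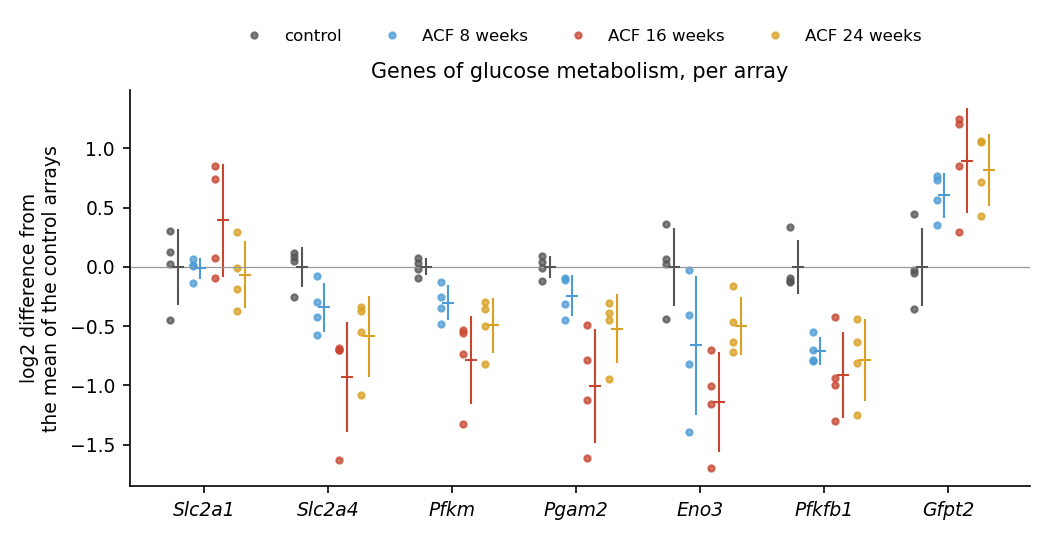
Log2 difference of each array from the mean of the 4 control arrays (vertical axis) for 7 genes of glucose metabolism (horizontal axis), with 4 arrays per group as points and the mean and SD as bars. The 4 arrays at 16 weeks lie below the 4 control arrays for Slc2a4, Pfkm, Pgam2, Eno3 and Pfkfb1; for Slc2a1 and Gfpt2 the groups overlap.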

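Pfkfb1 fell in the HF phase, with a log2 fold change of -0.91 (SE 0.18, adjusted p = 0.00542, n = 4 arrays per group). In the CH phase its log2 fold change was -0.71 (SE 0.18, adjusted p = 0.223), and all 4 arrays lay below the 4 control arrays (exact two-sided permutation test, p = 0.0286). Adjusted over the genes the paper names alone, a list partly chosen on these samples and so not independent evidence, p was 0.011 in the CH phase. Its direct difference between the phases was -0.21 (SE 0.18, adjusted p = 0.808). This difference depends in part on HF replicate 1, at 5.99, above the other HF arrays (5.12 to 5.47). Control replicate 3, at 6.75, lay above the 3 other control arrays, at 6.28 to 6.32, and without it the log2 fold change was -0.59 in the CH phase (adjusted p = 0.524) and -0.80 in the HF phase (adjusted p = 0.0214). Of 20 genes of glycolysis regulation, lactate and pyruvate dehydrogenase, 3 fell in the HF phase and none rose (5 and 1 adjusted over the list alone). The others that fell were Pdk2, a kinase that inhibits pyruvate dehydrogenase, at -0.62 (SE 0.14, adjusted p = 0.00936), and Pdp2, a phosphatase that activates it, at -1.04 (SE 0.24, adjusted p = 0.0117). With the array level as a block, Pfkfb1 had a log2 fold change of -0.77 (adjusted p = 0.0185) in the HF phase and -0.64 (adjusted p = 0.179) in the CH phase, and in the HF phase within the arrays at the higher level -0.71. It passed in the CH phase with array weights (adjusted p = 0.0207) and with only the 8 arrays compared (adjusted p = 0.0406), and over the alternatives the highest adjusted p was 0.524. In the HF phase it did not pass with the methods' test (adjusted p = 0.0804).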

6-Phosphofructo-2-kinase/fructose-2,6-biphosphatase 1 (*Pfkfb1*), the gene encoding 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1 (PFK2), which indirectly regulates glycolysis by activating PFK1 through fructose 2,6-bisphosphate, was downregulated in both the CH (Figure S3A) and HF phases. The HBP, an accessory pathway of glycolysis, was upregulated in both the CH (Figure S3B) and HF phases (Figure 3B), as indicated by the increased expression of glutamine-fructose-6-phosphate transaminase 2 (*GFPT2*), the first and rate-limiting enzyme of the HBP, and UDP-*N*-acetylglucosamine pyrophosphorylase 1 (*UAP1*), the enzyme that generates the end product of HBP (UDP-*N*-acetylglucosamine [UDP-GlcNAc]).

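Gfpt2 rose in the HF phase, with a log2 fold change of 0.90 (SE 0.21, adjusted p = 0.0119, n = 4 arrays per group), although 1 HF array lay within the range of the control arrays (exact two-sided permutation test, p = 0.0571). In the CH phase its log2 fold change was 0.60 (SE 0.21, adjusted p = 0.431), and adjusted over the genes the paper names alone, which is not independent evidence, p was 0.0282. The direct difference between the phases was 0.29 (SE 0.21, adjusted p = 0.747). It depends in part on HF replicate 4, at 7.74, below the other HF arrays (8.30 to 8.70). Of 10 measured genes of the HBP and O-GlcNAc cycling, Gfpt2 rose and 2 fell in the HF phase (1 and 2 adjusted over the list alone). Those that fell were Uap1l1, a paralog of Uap1, at -0.64 (SE 0.19, adjusted p = 0.0405), and Ogt, the transferase that attaches GlcNAc to proteins, at -0.51 (SE 0.15, adjusted p = 0.0408); with centred arrays 1 of the list rose and 1 fell. None of the 10 passed in the CH phase. The list's median relative to all genes was 0.06 in the CH phase (camera, adjusted p = 0.278) and 0.15 in the HF phase (adjusted p = 0.2). The probe set annotated to Uap1 is also annotated to a second gene, so its signal cannot be assigned to either and is not among the 10; its log2 fold change was 1.06 in the CH phase (SE 0.22, adjusted p over all probe sets = 0.162) and 1.28 in the HF phase (SE 0.22, adjusted p = 0.00304). Gfpt2 had a log2 fold change of 1.05 in the HF phase with the array level as a block (adjusted p = 0.00834), and within the arrays at the higher level it was 1.22. The methods' test gave Gfpt2 in the HF phase an adjusted p = 0.126.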

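Genes of fatty acid oxidation were lower as a group in the CH phase, although none passed the test singly. All 21 measured genes of mitochondrial β-oxidation had a log2 fold change below 0, with a median of -0.29 relative to all genes (camera, adjusted p = 7.11e-10, n = 4 arrays per group). With an estimated correlation, adjusted p = 0.192. Adjusted over the list alone, 8 of the 21 fell, among them Echdc2, with a log2 fold change of -0.56 (SE 0.14, adjusted p over all genes = 0.205), and Etfb, a subunit of the electron transfer flavoprotein, with -0.40 (SE 0.12, adjusted p = 0.341). With array weights Echdc2 (adjusted p = 0.0183), Hadha (adjusted p = 0.0407) and the acyl-CoA synthetase gene Acsf2 (adjusted p = 0.0141) passed over all genes. Ehhadh, a bifunctional enzyme grouped here with peroxisomal β-oxidation, had a log2 fold change of -0.71 (SE 0.23, adjusted p = 0.391), and its 4 arrays lay below the 4 control arrays (exact two-sided permutation test, p = 0.0286). None of the 13 measured peroxisomal genes passed. The 22 genes of fatty acid uptake, activation and the carnitine shuttle had a relative median of -0.13 (camera, adjusted p = 0.0228; adjusted p = 0.724 with an estimated correlation). In these arrays the macrophage markers had a relative median of 0.82, and 10 of the 15 rose when adjusted over the list alone. Within the arrays at the higher level the relative medians were -0.30 for β-oxidation and -0.10 for uptake and activation, where the latter had an adjusted p = 0.156. A block for the array level gave adjusted p = 1.18e-09 and 0.0197 by camera.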

Regarding the genes responsible for fatty acid metabolism, only enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase (*Ehhadh*), the enzymes catalyzing the second step of mitochondrial β-oxidation, were found to be downregulated in the CH phase (Figure S3C). In the HF phase, regulators of lipid metabolism including retinoid X receptor α (*Rxra*) and peroxisome proliferator–activated receptor gamma coactivator-1 beta (*Ppargc1b*), were downregulated. 

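Ppargc1b, a coactivator of mitochondrial gene expression, fell in the HF phase, with a log2 fold change of -0.73 (SE 0.21, adjusted p = 0.0325, n = 4 arrays per group). Rxra had a log2 fold change of -0.48 (SE 0.15) and did not pass over all genes (adjusted p = 0.0585); adjusted over the genes the paper names alone, which is not independent evidence, p was 0.00681. Of 18 regulators of lipid and mitochondrial metabolism, 5 fell and none rose (10 fell when adjusted over the list alone). In the same arrays, centred on their medians, the mean of the macrophage markers was higher and that of the cardiomyocyte markers lower in all 4 HF arrays than in all 4 control arrays. The others that fell were Rxrb, a further retinoid X receptor, at -0.55 (SE 0.13, adjusted p = 0.0149), Lpin1 at -0.56 (SE 0.15, adjusted p = 0.0279), Ppargc1a and Esrrb. With centred arrays 3 of the 18 fell. The median of the list relative to all genes was -0.18 (camera, adjusted p = 0.0213; adjusted p = 0.396 with an estimated correlation), and within the arrays at the higher level it was -0.24. None of the 18 passed in the CH phase, and the list was lower in the HF than in the CH phase (relative median -0.13, camera, adjusted p = 0.0137; adjusted p = 0.491 with an estimated correlation).
With the array level as a block, Ppargc1b had a log2 fold change of -0.79 (adjusted p = 0.0434) and Rxra of -0.34 (adjusted p = 0.197), and within the arrays at the higher level the values were -1.02 and -0.28. The call for Ppargc1b was lost without any one control array (adjusted p = 0.0626, 0.0776, 0.074 and 0.0672), without HF replicate 1 (log2 fold change -0.46, adjusted p = 0.066), with cyclic loess (adjusted p = 0.0546), with only the 8 arrays compared (adjusted p = 0.0679) and with the methods' test (adjusted p = 0.185).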

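Many genes of fatty acid activation, transport and β-oxidation fell in the HF phase. Of 21 genes of mitochondrial β-oxidation, 13 fell and none rose (18 fell when adjusted over the list alone, 12 with centred arrays). Hadh, the dehydrogenase of the third step for shorter acyl chains, had the log2 fold change -1.09 (SE 0.18, adjusted p = 0.00226, n = 4 arrays per group). Among the genes the paper names, Acads had -0.88 (SE 0.18, adjusted p = 0.00693), Acaa2 -0.80 (SE 0.16, adjusted p = 0.00556) and Hadha -0.64 (SE 0.13, adjusted p = 0.00641). Of 22 genes of fatty acid uptake, activation and the carnitine shuttle, 12 fell and none rose (15 and 1 adjusted over the list alone), including Crat, carnitine acetyltransferase, at -0.77 (SE 0.16, adjusted p = 0.00693), and the transporter gene Slc25a20 at -0.58 (SE 0.16, adjusted p = 0.0254). Among the acyl-CoA synthetases, Acsf2 (-0.88), Acsf3 (-0.68) and Acsl1 (-0.50) fell, and Acsl6 (-0.55, SE 0.20) did not pass (adjusted p = 0.091). For Acsl6 in the CH phase, 1 array, replicate 2, lay below the 3 others, and without it the log2 fold change was 0.29. Of 13 peroxisomal genes, Ehhadh (-0.85) and Pecr (-0.61) fell.
The β-oxidation list had a median of -0.43 relative to all genes (camera, adjusted p = 6.17e-09) and the uptake and activation list of -0.34 (adjusted p = 0.00132). With an estimated correlation, adjusted p = 0.288 and 0.471. Both lists were lower in the HF than in the CH phase, by relative medians of -0.17 and -0.18 (camera, adjusted p = 0.000555 and 0.00495; adjusted p = 0.491 and 0.491 with an estimated correlation). Per array, the centred β-oxidation mean differed between the phases by -0.19, and the groups overlapped (exact two-sided permutation test, p = 0.114). In the same arrays, centred on their medians, the mean of the macrophage markers was higher than in control by 1.06 and that of the cardiomyocyte markers lower, at -0.15 (exact two-sided permutation tests, p = 0.0286 for each).
Of the 22 measured genes that the paper names, 18 fell and 1 rose in the HF phase (21 passed when adjusted over the list alone, which is not independent evidence). With the array level as a block 17 passed, without Acsf3 (-0.64, adjusted p = 0.0723) and Slc25a20 (-0.46, adjusted p = 0.0846), and with centred arrays 18 passed, without Ehhadh (-0.79, adjusted p = 0.0506); within the arrays at the higher level the relative median of the β-oxidation list was -0.47 and that of the uptake and activation list -0.45. Acsf3 and Slc25a20 also lost their calls without any one of 4 of the 8 arrays compared, and Ehhadh without any one of 5 and with cyclic loess (-0.71, adjusted p = 0.0689). Acsl1 lost its call without control replicate 1 (-0.46, adjusted p = 0.0536) and Acadvl without HF replicate 1 (-0.51, adjusted p = 0.0513). Echdc3 lost its call without control replicate 2 or 3 (adjusted p = 0.0586 and 0.065) and with cyclic loess (adjusted p = 0.0508). The methods' test, adjusted over all genes, left 2 of the 19. Control replicate 3 had a lower value of Acsf2 (10.32) than the 3 other control arrays (10.58 to 10.61), and without it the log2 fold change was -0.95; within the arrays at the higher level Acsf2 lost its call (-0.79, adjusted p = 0.0645).

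**Figure D3:**
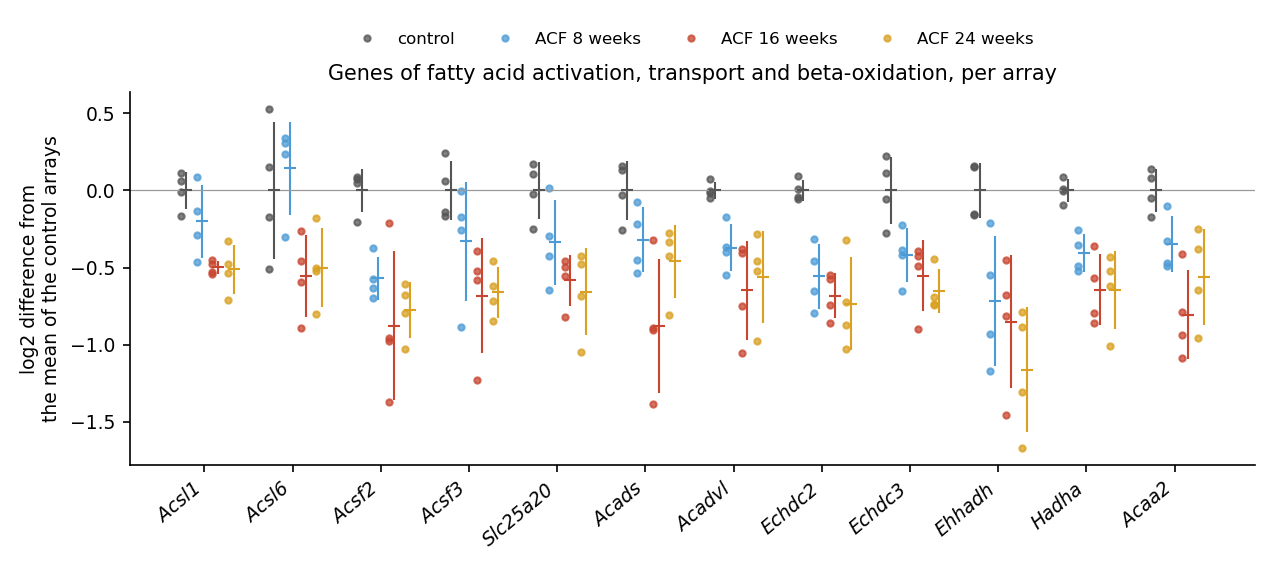
Log2 difference of each array from the mean of the 4 control arrays (vertical axis) for 12 genes of fatty acid activation, transport and β-oxidation (horizontal axis), with 4 arrays per group as points and the mean and SD as bars. The mean at 16 weeks lies below the control mean for each gene, from -0.50 for Acsl1 to -0.88 for Acsf2.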

A number of genes encoding enzymes involved in fatty acid metabolism were also downregulated in HF, including the genes of several acyl-CoA synthetases, carnitine-acylcarnitine translocase (*Slc25a20*), and the genes encoding the four enzymes catalyzing mitochondrial β-oxidation (Figure 3C). In contrast, the microarray analysis revealed no significant changes in the TCA cycle (data not shown).

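Several genes of the TCA cycle fell in the HF phase. Of 18 measured genes, 7 fell, none rose and 11 did not pass (13 fell when adjusted over the list alone, 6 with centred arrays). Dlst and Ogdh, which encode parts of the 2-oxoglutarate dehydrogenase complex, had log2 fold changes of -0.63 (SE 0.12, adjusted p = 0.00394, n = 4 arrays per group) and -0.61 (SE 0.12, adjusted p = 0.00429). With uncentred arrays these 2 genes also passed the paper's threshold, both close to it. Centring moved every HF log2 fold change up alike, for example that of Slc2a4 from -0.93 to -0.86. Idh3b, a subunit of isocitrate dehydrogenase, had -0.45 (SE 0.11, adjusted p = 0.0137), and Suclg2, a subunit of succinyl-CoA ligase, -0.46 (SE 0.12, adjusted p = 0.0196). The list had a median of -0.20 relative to all genes (camera, adjusted p = 9.72e-06; adjusted p = 0.471 with an estimated correlation), and within the arrays at the higher level of -0.26. In the CH phase none of the 18 passed, and the relative median was -0.10 (camera, adjusted p = 0.0118; adjusted p = 0.724 with an estimated correlation). The list was lower in the HF than in the CH phase (relative median -0.12, camera, adjusted p = 1.71e-05; adjusted p = 0.491 with an estimated correlation). By camera with the array level as a block, adjusted p was 6.42e-06 in the HF and 0.00416 in the CH phase; within the arrays at the higher level the CH value was lost (adjusted p = 0.0688). Macrophage markers moved with this list, with a relative median of 1.24 in the HF arrays at the higher level.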

### 2.3. Transcriptomics Profiling of Cardiac Energy Metabolism after Correction of VO

Correction of VO in the CH phase largely reversed the differential expression of the genes involved in glycolysis and HBP (Figure S3). After correction of VO in HF, *Pfkfb1, Aldob,* and *Acaa2* remained significantly downregulated (Figure 3A,C). A trend toward the downregulation of *Ehhadh* was observed in HF (fold change 0.69, *p* = 0.015; Table S2). Both *Pfkfb1* and *Aldob* regulate glycolysis, whereas *Ehhadh* and *Acaa2* encode enzymes that catalyze two of the four steps of mitochondrial fatty acid oxidation. These findings indicate that derangements of glycolysis and fatty acid oxidation were not completely reversed if VO correction was delayed after HF development.

### 2.4. Metabolomics Profiling of Cardiac Energy Metabolism in VO-induced CH and HF

Z-score plots illustrate the changes in the myocardial levels of metabolites in the different VO phases. The levels of 2-phosphoglycerate, 3-phosphoglycerate, and pyruvate were significantly reduced in both the CH and HF phases and phosphoenolpyruvate were significantly reduced in the HF phase compared to that of the corresponding sham controls (Figure 4A; Table S3). Notably, compared to that of the CH phase, a trend toward lower levels of glycolytic intermediates in the HF phase was found, with a significant reduction in the levels of fructose 6-phosphate, 2-phosphoglycerate, and 3-phosphoglycerate, suggesting that glycolysis was further suppressed in the HF phase. In contrast, the levels of UDP-GlcNAc, the end product of HBP, significantly increased during the transition from CH to HF, accompanied by an even lower level of fructose 6-phosphate (Figure 4B; Table S4). These findings indicate an increased HBP flux during progression to HF.

Alterations in fatty acid oxidation in VOed hearts were inferred from the assessment of myocardial carnitine and acylcarnitine levels. In the CH phase, the levels of carnitine and acylcarnitines did not change significantly compared to those in the sham controls (Figure 4C; Table S5). In contrast, carnitine was significantly reduced and various species of acylcarnitines were significantly increased in the HF phase, suggesting dysregulated fatty acid metabolism. In contrast, the levels of TCA cycle intermediates did not change significantly in either the CH or HF phases compared to that of corresponding sham controls (Figure 4D; Table S6).

### 2.5. Metabolomics Profiling of Cardiac Energy Metabolism after Correction of VO

In general, the reduced levels of glycolysis intermediates in the VOed hearts increased at 4 weeks after correction of VO, except that the levels of phosphoenolpyruvate in the CH phase and 2-phosphoglycerate and 3-phosphoglycerate in the HF phase remained significantly lower than those in the sham controls (Figure 4A; Table S3). Although delayed correction of VO in the HF phase significantly increased the level of pyruvate, it remained lower than that in the sham controls. In contrast, the levels of UDP-GlcNAc (Figure 4B; Table S4) and several acylcarnitines (Figure 4C; Table S5) decreased after the correction of VO, but remained significantly higher than those in the sham controls, suggesting a sustained increase in HBP flux and defective fatty acid oxidation after correction of VO in the HF phase. Changes in the intermediates of the TCA cycle were unremarkable after VO correction (Figure 4D; Table S6).

### 2.6. Elevation of Protein O-linked-N-acetylglucosaminylation (O-GlcNAcylation)

Since we found an increased flux to the HBP in both the CH and HF phases and post-correction of VO in the HF phase, we assayed the myocardial pattern of protein *O*-GlcNAcylation in each phase by immunoblotting by using a pan-specific CTD 110.6 anti-*O*-GlcNAc antibody. The patterns varied among different phases. A number of bands showed increased *O*-GlcNAcylation labeling in different VO phases compared to the corresponding sham controls (Figure 5A). A significant increase in the level of global protein *O*-GlcNAcylation was observed in VOed rats in both the CH and HF phases and VOed rats with VO correction in the HF phase (Figure 5B).

## 3. Discussion

This study combined transcriptomics and metabolomics analyses to investigate the dynamic changes in cardiac energy metabolism during the development of HF induced by VO and the reversibility of the changes after correction of VO. The major findings were as follows: (1) glycolysis was downregulated in the CH phase and was further suppressed in HF with increased flux to the HBP in both phases; (2) dysregulation of fatty acid oxidation was not found in the CH phase but was prominent after progressing to the HF phase; (3) early correction of VO in the CH phase largely reversed the differential expression of genes involved in glycolysis, HBP, and fatty acid oxidation with normalization of the levels of most metabolic intermediates; and (4) delayed correction of VO in the HF phase showed incomplete reversion of the differential expression of genes involved in glycolysis and fatty acid oxidation as well as incomplete recovery of reduced glycolytic intermediates and increased end product of the HBP and acylcarnitines, suggesting persistent defective glycolysis and fatty acid oxidation after delayed correction of VO.

### 3.1. Downregulation of Glycolysis in Chronic Volume-Overloaded Hearts in CH and HF Phases

Most studies on animal models of HF and patients with HF have found that the source of energy shifts from fatty acids to glucose during HF development. Because glucose has a higher oxygen efficiency for ATP production, this shift in energy source was thought to be an oxygen-sparing mechanism in the process of cardiac remodeling [8,14]. Studies on transverse aortic constriction-induced pressure overload demonstrated that myocardial glucose uptake and utilization rates were increased and fatty acid oxidation was suppressed. As observed in the fetal hearts, increased glucose utilization in pressure overload was associated with an increase in insulin-independent GLUT1 and decreased insulin-dependent GLUT4 transporters [15,16]. However, in this study, we found that upon exposure to chronic VO, the heart exhibited suppressed glucose uptake and glycolysis, particularly in the HF phase, indicating that the pattern of energy metabolic derangements caused by VO is distinct from those caused by other etiologies. In contrast to an upregulation of GLUT1 in pressure-overloaded models, GLUT1 gene expression did not changed significantly in this study. 

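The paper proposes further suppression of glycolysis in the HF phase from metabolite levels, which these arrays do not measure. Compared directly, glucose uptake and glycolysis genes did not pass as groups between the HF and the CH phase. The 5 genes of glucose uptake had a median of -0.02 relative to all genes (camera, adjusted p = 0.827, n = 4 arrays per group) and the 17 glycolysis genes of 0.03 (adjusted p = 0.799). Adjusted over the list alone, 1 uptake gene and 2 glycolysis genes were lower in the HF phase and 2 glycolysis genes were higher. Pdp2 has 2 probe sets of like brightness. The slightly dimmer one had a log2 fold change of -0.60 in the CH phase and -1.15 in the HF phase. Its direct difference between the phases was -0.55 (adjusted p over all probe sets = 0.665). The brighter one, which stood for the gene, had -0.24 in the CH phase and the direct difference -0.80 (SE 0.24, adjusted p = 0.374). In the CH phase its array of replicate 1, at 8.23, lay above the others, at 7.82 to 7.88. Without it the difference was -0.71 (adjusted p = 0.717). Within the arrays at the higher level, 3 CH and 2 HF arrays, the difference was -1.12 and passed (adjusted p = 0.0132). With the array level as a block it did not pass. Once centred, these 2 HF arrays still lay below the 2 others (-1.32 and -1.42 against -0.88 and -0.29 from the control mean). Whether the level or a difference between the rats accounts for this was not tested. Of 14 genes of glycogen metabolism, 3 fell in the HF phase, Pygb at -0.75 (SE 0.16, adjusted p = 0.00793), Pygm at -0.61 (SE 0.14, adjusted p = 0.0112) and Gys1 at -0.49 (SE 0.12, adjusted p = 0.0153), and 4 fell when adjusted over the list alone. Pygm and Pygb encode glycogen phosphorylases and Gys1 glycogen synthase. From the suppressed glucose uptake and glycolysis in its rats, the paper concludes that VO alters energy metabolism in another pattern than other causes of heart failure do.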

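Slc2a1, the gene of GLUT1, did not pass the test in either phase. Its log2 fold change was -0.01 in the CH phase (SE 0.20, adjusted p = 0.995, n = 4 arrays per group) and 0.39 in the HF phase (SE 0.20, adjusted p = 0.219). The direct difference between the HF and the CH phase was 0.40 (SE 0.20, adjusted p = 0.642). In the HF phase it also did not pass with the array level as a block (0.61, adjusted p = 0.0635), while within the arrays at the higher level, 4 control and 2 HF arrays, the log2 fold change was 0.79 and passed (adjusted p = 0.0147). With centred arrays these 2 HF arrays still lay above the 2 others (0.88 and 0.63 against 0.25 and 0.07 from the control mean), and whether the level or a difference between the rats accounts for this was not tested. The other alternatives gave an adjusted p from 0.0877 to 0.493, the highest without control replicate 3. The HF log2 fold change of 0.39 depends in part on control replicate 3 (7.44, other control arrays 7.91 to 8.19). It also depends in part on HF replicate 1 (8.74, other HF arrays 7.79 to 8.62).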

The differences in experimental models and hemodynamic loads may account for the different metabolic adaptations between the pressure-overloaded and VOed hearts. *Slc2a4*, the gene encoding the insulin-regulated glucose transporter GLUT4, was downregulated during the HF phase. Mice with deletion of cardiac GLUT4 have been shown to exhibit CH at baseline and severe contractile dysfunction in response to pressure overload, suggesting an association between the loss of insulin-dependent glucose uptake and pathological remodeling [17,18]. Genes encoding PFK-1, the rate-limiting enzyme of glycolysis, and PFK-2, the enzyme responsible for the synthesis of fructose 2,6-bisphosphate and indirect regulation of glycolysis, were also downregulated in the HF phase. Notably, transcription of PFK-2 was suppressed in the CH phase and was not reversed by VO correction after progression to HF. Mice with either kinase- or phosphatase-deficient PFK-2 have been demonstrated to develop cardiac hypertrophy at baseline [19,20], suggesting that defective PFK-2 activity per se can drive hypertrophy. Phosphorylation and activation of PFK-2 stimulate glycolysis and improves cardiac energetics [19,21,22] and, therefore, may serve as a novel therapeutic approach for the metabolic dysfunction in HF resulting from VO.

### 3.2. Upregulation of the HBP and Protein O-GlcNAcylation in VO

HBP and subsequent protein *O*-GlcNAcylation were shown to be activated in response to cellular stresses or during the development of cardiac hypertrophy [23,24]. We showed, in the VOed heart, the increased transcription of GFAT2 and elevated cardiac UDP-GlcNAc levels in both the CH and HF phases. The role of *O*-GlcNAcylation is multifaceted and varies depending on the stimulus type. An acute increase in *O*-GlcNAcylation has been considered a recruitable mechanism of cardioprotection, particularly in ischemia-reperfusion injury [25,26]. However, excessive activation has been shown to contribute to contractile and mitochondrial dysfunction, and attenuation of *O*-GlcNAcylation has been demonstrated to reverse cardiac remodeling and improve myocardial contractility in diabetic cardiomyopathy [27,28] and pressure-overloaded hearts [29]. The persistent increase in UDP-GlcNAc levels and an increase in protein *O*-GlcNAcylation after delayed correction of VO in the HF phase suggest that *O*-GlcNAcylation may play a role in the irreversibility of cardiac dysfunction and adverse remodeling through global posttranslational modification. 

### 3.3. Dysregulation of Fatty Acid Metabolism in VO-Induced HF

In the VOed heart, we found dysregulation of fatty acid metabolism in the HF phase. Downregulation of genes encoding RXRα and PGC-1β in HF rats suggests defective fatty acid metabolism at the regulator level. Reduced expression of genes encoding acyl-CoA synthetases and carnitine-acylcarnitine translocase also results in insufficient fatty acid metabolism [30]. The decreased transcription of carnitine-acylcarnitine translocase result in the sequestration of carnitine in the form of acylcarnitines, accounting for the reduced carnitine and elevated acylcarnitines in the HF phase. Importantly, genes encoding enzymes catalyzing mitochondrial fatty acid oxidation were also downregulated, which might further increase the levels of acylcarnitines. It has been proposed that the accumulation of incomplete fatty acid oxidation products, such as acylcarnitines, may activate proinflammatory pathways [31] and contribute to insulin resistance [32,33,34]. Furthermore, both myocardial and circulating levels of acylcarnitines were elevated in patients with HF [35,36,37], and circulating acylcarnitines have been shown to predict adverse clinical outcomes [38].

We showed that acetylcarnitine (C2), which is in equilibrium with and therefore a surrogate measurement of acetyl-CoA [39], was elevated in the HF phase, consistent with the finding in patients with HF [40,41] and in a mouse model of pressure overload [42]. Oxidation of lipids and glucose by cardiomyocytes funnels into acetylcarnitine [43,44]; hence, its accumulation indicates a “metabolic bottleneck” that generation of acetyl-CoA from myocardial substrate utilization may have exceeded the capacity for entry into the TCA cycle. In addition, acetylcarnitine has been recognized as a metabolic indicator of ketone utilization in human and animal models of HF [41,45].

### 3.4. No Significant Change in the Gene Expression and Intermediates of the TCA Cycle

Reduced TCA cycle intermediates have been shown in the failing hearts of human and animal models, which may precede the deterioration of systolic function [42,46,47,48]. However, proteomic studies have reported inconsistent results, with reduced protein levels of enzymes of the TCA cycle in some studies [49,50,51] and elevated or unchanged in others [52,53]. Both the transcription of enzymes involved in the TCA cycle and the intermediates were not significantly altered in this study. Given impaired glycolysis and FAO, TCA intermediates may derive from anaplerosis or the breakdown of ketone bodies or amino acids. Because the steady-state concentrations of TCA intermediates are typically low compared to the fluxes through the TCA cycle [54], further isotope tracer studies are needed to determine the activity of TCA cycle in the VOed heart.

### 3.5. Reversibility of Dysregulated Energy Metabolism after the Correction of VO

The reversibility of energy derangement of the failing heart resulting from hemodynamic stress after correction of hemodynamic stress remains unclear. In this study, we investigated the effects of early and delayed VO correction on energy metabolic reversibility. Transcriptomics analysis showed that early correction of VO in the CH phase reversed most differentially expressed genes involved in glycolysis and HBP. In contrast, after delayed correction in the HF phase, *Pfkfb1, Aldob,* and *Acaa2* remained significantly downregulated and there was a strong trend toward the downregulation of *Ehhadh*. Both *Pfkfb1* and *Aldob* regulate glycolysis and *Ehhadh* and *Acaa2* encode enzymes that catalyze two of the four steps of mitochondrial fatty acid oxidation. Consistent with this expression profile, metabolomics studies showed decreased levels of 2-phosphoglycerate, 3-phosphoglycerate and pyruvate, and increased levels of a number of acylcarnitine specimens. These findings indicate that delayed correction of VO after the heart has progressed to the HF phase does not completely reverse the derangements of glycolysis and fatty acid oxidation, which may contribute to the irreversibility of adverse remodeling and cardiac dysfunction.

### 3.6. Study Limitations

This study had several limitations. Although we combined transcriptomics and metabolomics analyses to investigate VO-induced energy metabolic derangements, our results may not provide adequate information on pathway fluxes, which are typically assessed by using radioactive tracer metabolites (i.e., metabolic flux analysis). We could not specifically determine the changes in glycolysis and glucose oxidation rates in failing hearts. Whether there is uncoupling of glycolysis and glucose oxidation, which has been considered to contribute to HF progression, is unknown. Due to technical limitations, several important metabolites, such as pyridine nucleotides, adenosine triphosphate, and malonyl-coenzyme A, were not assessed in this study. Other important metabolic pathways in HF, such as ketone body oxidation and branched-chain amino acid metabolism, have not yet been investigated. Although HBP was activated in this study, how subsequent *O*-GlcNAcylation may have contributed to structural and metabolic remodeling remains to be explored. Myocardial tissue from the LV was used for all experiments, and we were unable to distinguish between the metabolic perturbations originating from cardiac myocytes and those from non-myocytes. Although the present study provided static snapshots of the cardiac metabolic states in different phases of VO, the study design could not determine whether the derangements in cardiac energetics play a causative role in the pathogenesis of HF, or are merely a responsive epiphenomenon that accompanies structural remodeling. We did not assess the changes in the feeding behavior of VOed rats. How the changes in feeding behavior during HF development may have influenced the study results is unknown.

## 4. Methods and Materials

### 4.1. Animal Surgeries for the Creation and Correction of Cardiac VO

An ACF model was created in adult, male, 8–10-week-old SD rats weighing 300–350 mg [55]. After anesthetization with ketamine (50 mg/kg) and xylazine (8 mg/kg), midline abdominal laparotomy was performed to expose the abdominal aorta and inferior vena cava (IVC), and a clamp was placed across both vessels. The abdominal aorta was punctured with an 18-gauge needle. The needle was inserted into the lateral wall of the aorta and advanced medially through the medial wall and into the IVC. The needle was then gently removed and the puncture site was sealed with cyanoacrylate glue. Creation of the ACF was confirmed by visualizing a mixture of bright red arterial blood in the IVC. In the sham controls, the same procedure was performed, except that no punctures were created. Prior studies have shown that rats subjected to ACF develop CH at around 8 weeks and decompensated HF at 16–21 weeks [10,11,12,13]. This study also aimed to investigate the metabolic adaptation to reverse cardiac remodeling after VO correction. Two other groups of SD rats with ACF creation underwent echocardiographic and hemodynamic studies at 8 and 16 weeks before being subjected to correction of VO by ACF ligation (CH_COV_ and HF_COV_ groups, respectively). ACF ligation was performed under anesthesia as described previously. After midline abdominal laparotomy, the ACF was exposed and ligated by using a hemoclip, and the abdominal wall was closed. The surgical procedures of the creation and closure of an ACF are illustrated in Figure 6. When the rats were sacrificed, ketamine (50 mg/kg) and xylazine (8 mg/kg) were administered intraperitoneally for anesthesia. All animal experimental protocols were reviewed and approved by Chang Gung University IACUC (CGU107-192).

### 4.2. EchocarDiography and Invasive Hemodynamic Assessment

Echocardiography and hemodynamic assessment were performed at 8 and 16 weeks post-ACF. Briefly, the animals were anesthetized with halothane inhalational anesthesia, and echocardiography was performed with multiple views by using a 10 MHz ultrasound probe (Vivid System 5, GE, Boston, MA, USA). The following parameters were collected: heart rate, LV end-diastolic diameter, end-systolic diameter, LV FS, thickness of the interventricular septum and LV posterior wall, and LA diameter. For invasive hemodynamic study, animals were anesthetized with ketamine (50 mg/kg) and xylazine (8 mg/kg) and a microtip pressure–volume catheter (SPR-838, 2.0 F, Millar Instruments, Houston, TX, USA) was inserted into the LV via the right carotid artery under pressure guidance. Pressure and 3-lead ECG signal were digitalized at 1 kHz and recorded for off-line analysis by using LabChart software (ADInstruments, Dunedin, New Zealand). The following data were recorded and analyzed off-line by using a cardiac pressure–volume analysis program (PVAN 3.6, Millar Instruments, Houston, TX, USA): heart rate, maximal LV systolic pressure, LVEDP, +dP/dt_max_, and −dP/dt_max_.

### 4.3. Transcriptomics Analysis of Energy Metabolic Pathways

After sacrifice, the LV was excised, rinsed in phosphate buffered saline, and freeze-clamped in liquid nitrogen. Total RNA was isolated from powdered LV by using the TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) and further purified and concentrated by using the WelPrep tissue RNA kit (Welgene, Taipei, Taiwan). The quality and quantity of total RNA were analyzed by using a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Gene expression profiles in tissue RNA were analyzed by using the Affymetrix GeneChip Rat Gene 1.0 ST array (Santa Clara, CA, USA), following the manufacturer’s protocol. Microarray experiments were performed at the Genomics Medicine Research Core Laboratory of Chang Gung Memorial Hospital, Taiwan. The data, including all raw microarray data, were deposited in the Gene Expression Omnibus database with accession no. GSE97044 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97044 (accessed on 15 May 2022)). Genes with fold change > 1.5 and *p* < 0.05 in VOed rats compared with those in the sham controls were considered differentially expressed. The array data were uploaded into Ingenuity Pathway Analysis (QIAGEN IPA 22.0, Redwood City, CA, USA) for pathway enrichment analyses and to construct Venn diagrams to illustrate the transcriptomics profiles of differentially expressed genes involved in glucose and lipid metabolism in different phases of VO. The differentially expressed genes were further mapped to specific metabolic pathways in IPA, including glycolysis, HBP, mitochondrial fatty acid oxidation, and TCA cycle.

### 4.4. Targeted Metabolomics Analysis

Liquid chromatography/time-of-flight mass spectrometry (LC/TOF-MS) analysis was performed as previously described [56] to identify and determine the myocardial levels of metabolites involved in specific metabolic pathways. Liquid chromatographic separation was achieved on a 100 mm × 2.1 mm Acquity 1.7-μm C18 column (Waters Corp, Milford, MA, USA) by using an ACQUITY Ultra Performance Liquid Chromatography^TM^ system (Waters). The column was maintained at 45 °C and a flow rate of 0.25 mL/min. Samples were eluted from the LC column by using linear gradients of solvent A (2 mM ammonium formate) and solvent B (100% acetonitrile): 0–2.5 min, 1–48% B; 2.5–3 min, 48–98% B; 3–4.2 min, 98% B; and 4.3–6 min, 1% B for re-equilibration. Mass spectrometry was performed on an Agilent Q TOF (6510 Q-TOF MS; Agilent Technologies, Santa Clara, CA, USA) operated in electrospray positive-ion (ESI+) and electrospray negative-ion (ESI−) modes. The scan range was 20 to 990 *m/z*. The capillary and cone voltages were set to 3000 and 35 V, respectively. All analyses were performed by using the lock spray to ensure accuracy and reproducibility; sulfadimethoxine was used as the lock mass at a concentration of 60 ng/mL and a flow rate of 6 L/min (an [M + H]^+^ ion at 311.0814 Da in ESI positive mode and an [M + H]^−^ ion at 309.0658 Da in ESI negative mode). Metabolite concentrations were assessed as previously described [57]. Metabolite concentrations were calculated and expressed as ppb or μM. Values below the limit of detection or below the lower limit of quantification were excluded.

### 4.5. Real-Time Quantitative Reverse Transcription-Polymerase Chain Reaction (qPCR)

Total RNA was extracted by using an RNeasy Fibrous Tissue Mini Kit (QIAGEN, Redwood City, CA, USA). The quality and quantity of the total RNA were analyzed by using a Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). The oligonucleotide sequences of the specific primers used in the PCR reaction are shown in Table S7.

### 4.6. Western Blot Analysis

Specimens of the LV free wall were homogenized by freezing and grinding. Total proteins were extracted by the RIPA Lysis Buffer, and then the proteins were resolved and separated by 8% sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred to polyvinylidene fluoride membranes (Merck Millipore, Darmstadt, Germany). The membranes were incubated with a pan-specific monoclonal anti-O-GlcNAc (CTD 110.6) antibody (Cell Signaling Technology, Danvers, MA, USA) as the primary antibodies. Signals were detected by using the enhanced chemiluminescence detection method (Cytiva Amersham ECL, Marlborough, MA, USA) and quantified relative to GAPDH by using densitometry.

### 4.7. Statistical Analysis

Data are presented as mean ± standard deviation. Differences between two groups were determined by using an unpaired *t*-test with GraphPad Prism 9.1.1 (San Diego, CA, USA). For multiple groups, one-way ANOVA with Bonferroni’s post hoc test was applied to compare the data. Statistical significance was set at *p* < 0.05.

## 5. Conclusions

In this VO rat model, combined transcriptomics and metabolomics analyses showed that glycolysis was downregulated and directed toward HBP in the CH phase. During progression to HF, glycolysis was further suppressed and fatty acid oxidation was defective, as indicated by acylcarnitine accumulation. Correction of VO largely reversed the differential expression of genes involved in glycolysis, HBP, and fatty acid oxidation in CH but not in HF. Delayed correction of VO resulted in persistent derangements in glycolysis and fatty acid oxidation. These findings may provide insight into the development of innovative strategies to prevent or to reverse metabolic derangements in VO-induced HF.

## Figures and Tables

**Figure 1:**
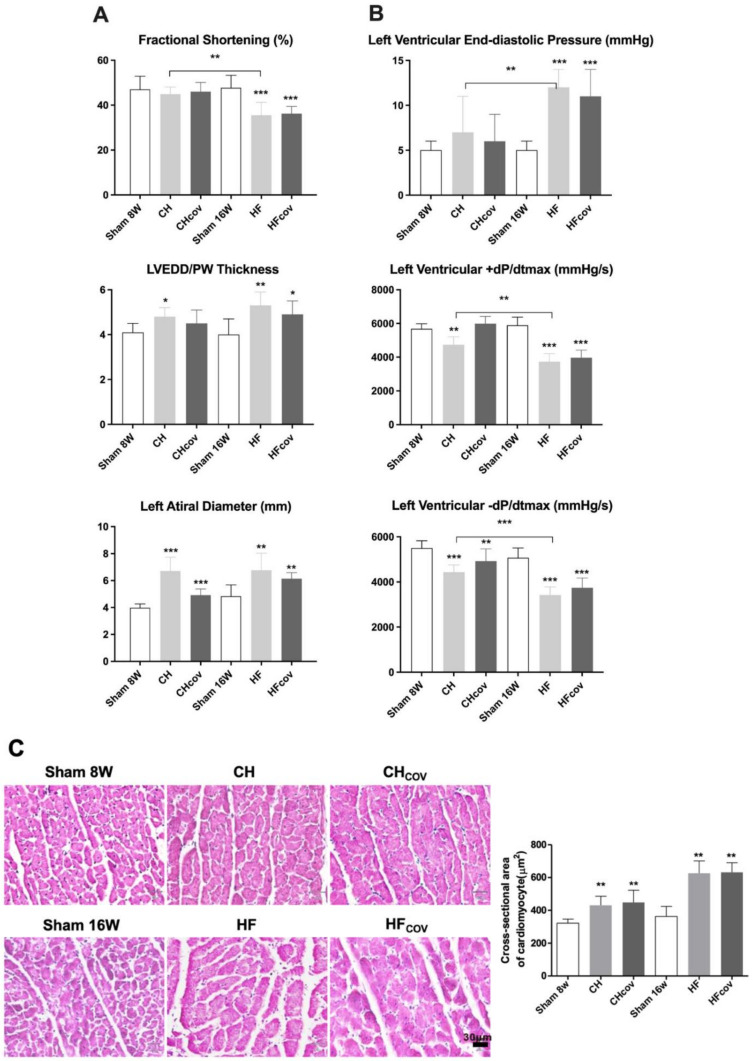
Characterization of rats with volume overload (VO) or with correction of VO. Echocardiography (**A**) and hemodynamic assessment (**B**) of rats with ACF-induced VO in the compensated hypertrophic (CH) and heart failure (HF) phases, VOed rats with correction of VO in the CH (CH_COV_) and HF phases (HF_COV_), and the corresponding sham controls. (**C**) Hematoxylin and eosin-stained sections of the left ventricles in different VO phases. The size of cardiomyocytes quantified by the cross-sectional area was compared between VOed rats and corresponding sham controls. *n* = 6 per group. White, light gray, and dark gray columns represent sham controls, VOed rats, and VOed rats with correction of VO, respectively. *, **, and *** denote *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively. LVEDD, left ventricular end-diastolic diameter; PW, posterior wall.

**Figure 2:**
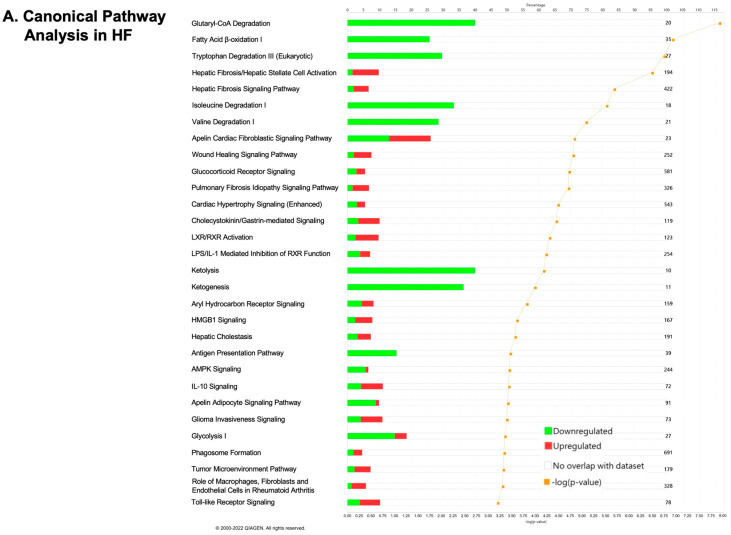

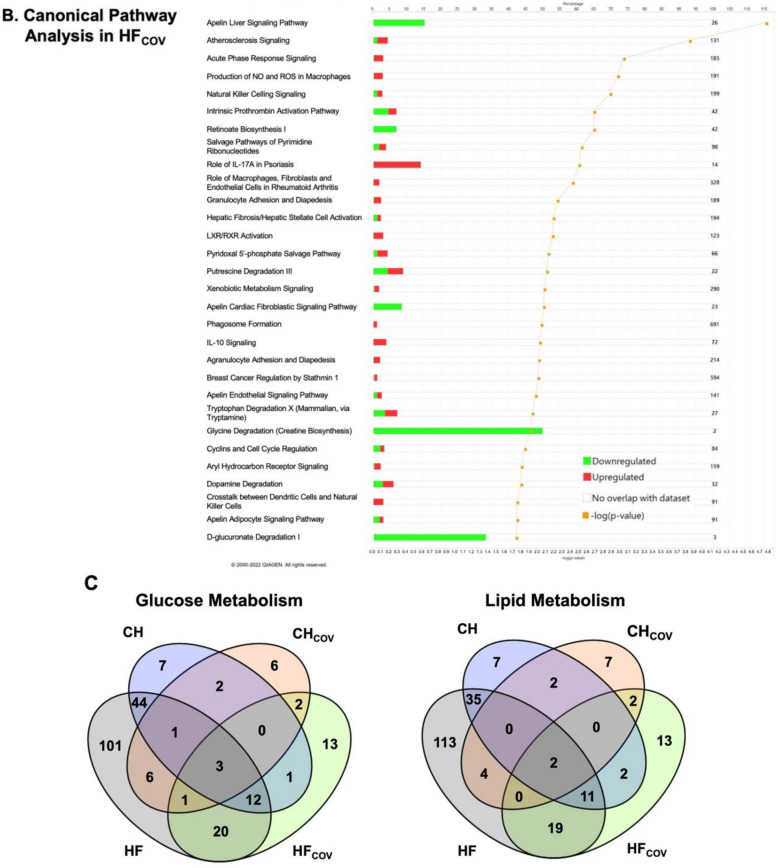
Transcriptomics analyses of rats with volume overload (VO) or with correction of VO. Pathway enrichment analyses of the differentially expressed genes (fold change > 1.5 and *p* < 0.05; ranked by −log [*p* value] of each pathway) in VOed rats in the heart failure (HF) phase (**A**) and in VOed rats with correction of VO in the HF phase (HF_COV_) (**B**); Venn diagrams (**C**) illustrating the number of differentially expressed genes involved in glucose and lipid metabolism in VOed rats in the compensated hypertrophic (CH)and HF phases and VOed rats with correction of VO in the CH (CH_COV_) and HF phases (HF_COV_). *n* = 4 per group.

**Figure 3:**
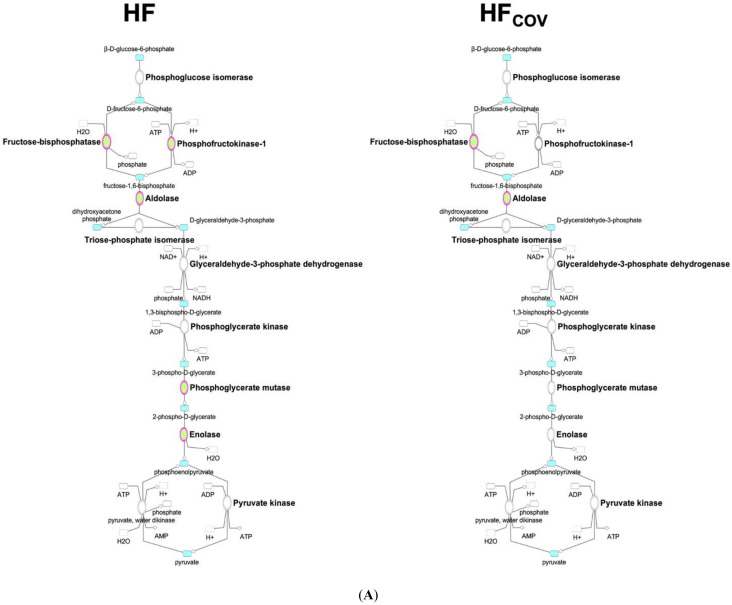

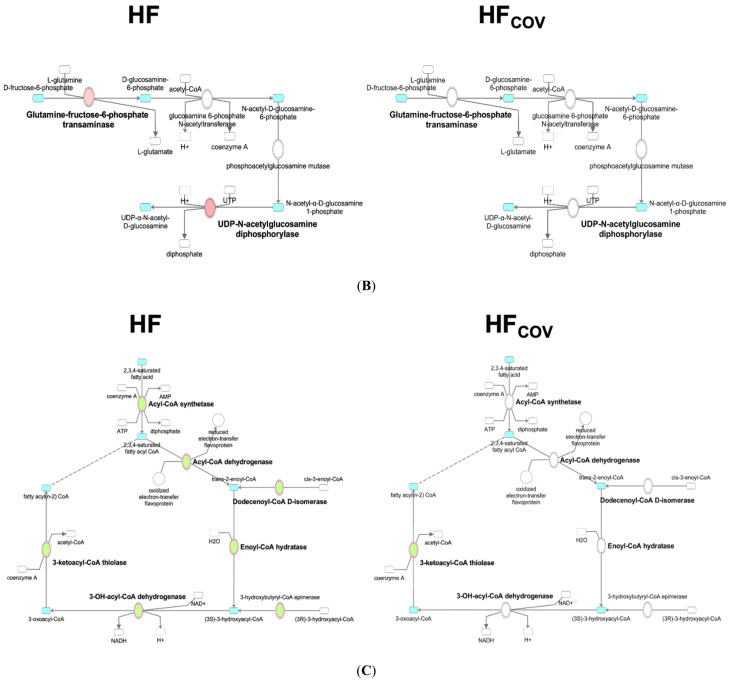
Differential expression of genes (fold change > 1.5 and *p* < 0.05) involved in glycolysis (**A**), hexosamine biosynthetic pathway (**B**), and fatty acid oxidation (**C**) in volume-overloaded rats in the heart failure (HF) phase and in volume-overloaded rats after correction of volume overload in the HF phase (HF_COV_). The ovals in the maps represent enzymes in each metabolic pathway, with red and green denoting upregulation and downregulation of gene expression, respectively. *n* = 4 per group.

**Figure 4:**
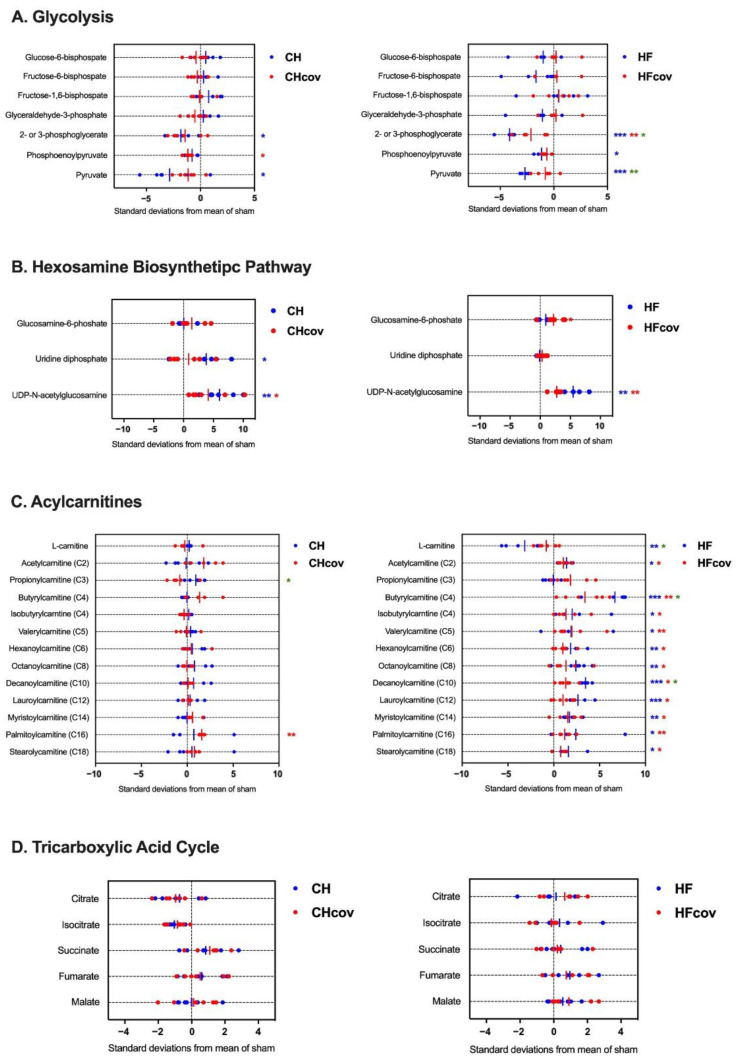
Changes in the myocardial levels of (**A**) glycolysis intermediates, (**B**) hexosamine biosynthetic pathway intermediates, (**C**) acylcarnitines, and (**D**) tricarboxylic acid cycle intermediates in volume-overloaded rats in the compensated hypertrophic (CH) and heart failure (HF) phases and in volume-overloaded rats with correction of volume overload in the CH (CH_COV_) and HF phases (HF_COV_) compared to those in the corresponding sham controls. In each z-score plot, the data are shown as standard deviation from the mean of sham. Each dot represents a single metabolite in each sample. The vertical lines represent the means of z-scores. *n* = 6 per group. Blue, red, and green stars denote comparison between CH or HF vs. sham, CH_COV_ or HF_COV_ vs. sham, and CH vs. HF, respectively. *, **, and *** denote *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively.

**Figure 5:**
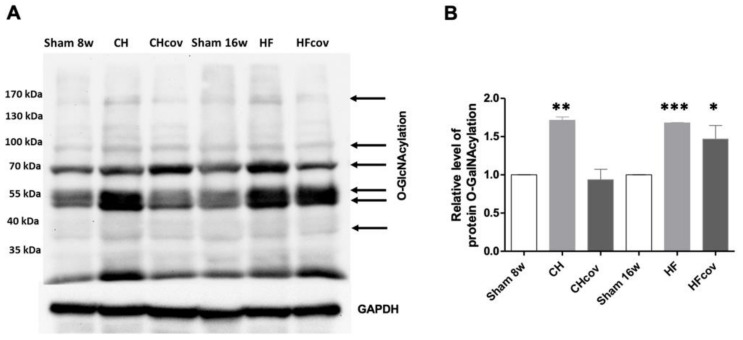
Patterns of protein *O*-GlcNAcylation in the left ventricles of volume-overloaded rats in the compensated hypertrophic (CH) and heart failure (HF) phases and in volume-overloaded rats with correction of volume overload in the CH (CH_COV_) and HF phases (HF_COV_) were analyzed by immunoblotting by using a pan-specific CTD 110.6 anti-*O*-GlcNAc antibody. Arrows indicate bands that show altered *O*-GlcNAcylation labeling in volume-overloaded rats compared with the corresponding sham controls (**A**). The levels of protein *O*-GlcNAcylation were quantified relative to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) by densitometry (**B**). *n* = 4 per group. *, **, and *** denote *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively.

**Figure 6:**
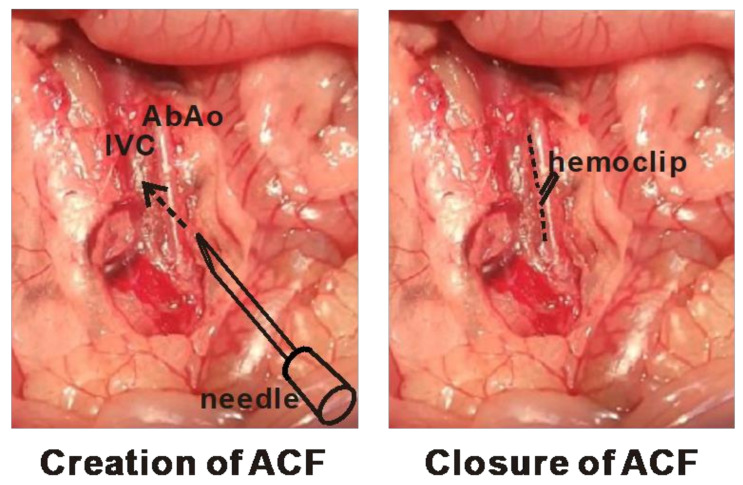
Schematic diagrams showing the procedures to create and to close an aortocaval fistula (ACF). The abdominal aorta (AbAo) was punctured with an 18-gauge needle. The needle was inserted into the lateral wall of the aorta and advanced medially through the medial wall and into the inferior vena cava (IVC) (**left panel**). To close an ACF, the fistula was identified after dissecting the soft tissue between the abdominal aorta and the IVC (dash line) and then clamped with a hemoclip (**right panel**).

## Data Availability

The data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23126809/s1.

# Supplementary material for: Derangements and Reversibility of Energy Metabolism in Failing Hearts Resulting from Volume Overload: Transcriptomics and Metabolomics Analyses
**Source:** Int J Mol Sci. 2022 Jun 18;23(12):6809. doi: 10.3390/ijms23126809
**Supplement:** Supplementary file 1

**Table S1. Echocardiography and hemodynamic study**

|                    |             |             |             |             |             |             | <i>p</i> value    |                                  |                    |                                   |           |
|--------------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------------|----------------------------------|--------------------|-----------------------------------|-----------|
|                    |             |             |             |             |             |             | CH vs.<br>Sham 8W | CH <sub>COV</sub> vs.<br>Sham 8W | HF vs.<br>Sham 16W | HF <sub>COV</sub> vs.<br>Sham 16W | CH vs. HF |
| FS (%)             | 47.0 ± 4.0  | 44.9 ± 3.1  | 46.0 ± 4.1  | 47.7 ± 5.6  | 35.5 ± 5.8  | 36.2 ± 3.2  | 0.365             | 0.704                            | <0.001             | <0.001                            | 0.002     |
| LVEDD (mm)         | 6.9 ± 0.3   | 9.4 ± 0.6   | 8.6 ± 0.9   | 7.5 ± 0.6   | 11.4 ± 0.8  | 8.9 ± 0.5   | <0.001            | 0.005                            | <0.001             | 0.0014                            | <0.001    |
| LVESD (mm)         | 3.6 ± 0.2   | 5.2 ± 0.4   | 4.6 ± 0.7   | 3.9 ± 0.5   | 7.3 ± 1.0   | 5.5 ± 0.5   | <0.001            | 0.02                             | <0.001             | <0.001                            | <0.001    |
| IVS thickness (mm) | 1.7 ± 0.2   | 2.1 ± 0.3   | 1.9 ± 0.2   | 1.7 ± 0.3   | 2.1 ± 0.3   | 1.9 ± 0.3   | 0.022             | 0.1                              | 0.029              | 0.241                             | >0.999    |
| LVEDD/PW thickness | 4.1 ± 0.4   | 4.8 ± 0.4   | 4.5 ± 0.6   | 4.0 ± 0.7   | 5.3 ± 0.6   | 4.9 ± 0.6   | 0.013             | 0.204                            | 0.006              | 0.038                             | 0.12      |
| LA diameter (mm)   | 4.0 ± 0.3   | 6.7 ± 1.0   | 4.9 ± 0.5   | 4.8 ± 0.8   | 6.8 ± 1.3   | 6.1 ± 0.5   | <0.001            | <0.001                           | 0.003              | 0.002                             | 0.922     |
| LVEDP (mmHg)       | 5 ± 1       | 7 ± 4       | 6 ± 3       | 5 ± 1       | 12 ± 2      | 11 ± 3      | 0.261             | 0.452                            | <0.001             | <0.001                            | 0.008     |
| +dP/dtmax (mmHg/s) | 5684 ± 298  | 4737 ± 476  | 5883 ± 433  | 5899 ± 476  | 3737 ± 476  | 3972 ± 452  | 0.002             | 0.161                            | <0.001             | <0.001                            | 0.001     |
| -dP/dtmax (mmHg/s) | -5504 ± 324 | -4435 ± 438 | -4924 ± 542 | -5074 ± 432 | -3422 ± 358 | -3744 ± 432 | <0.001            | 0.039                            | <0.001             | <0.001                            | <0.001    |

Abbreviations: CH, compensated hypertrophy; COV, correction of volume overload; +dP/dt, the maximum positive value of the first derivative of left ventricular pressure; -dP/dt, the maximum negative value of the first derivative of left ventricular pressure; FS, fractional shortening; HF, heart failure; IVS, interventricular septum; LA, left atrium; LVEDD, left ventricular end-diastolic diameter; LVEDP, left ventricular end-diastolic pressure; LVESD, left ventricular end-systolic diameter; LVPW, left ventricular posterior wall.

**Table S2. Differentially expressed genes (fold change > 1.5 and *p* value < 0.05) involved in glycolysis, the hexosamine biosynthetic pathway, and fatty acid metabolism (Genes involved in the tricarboxylic acid cycle were not significantly changed; data not shown)**

| Gene symbol                     | Gene description                                                     | Log <sub>2</sub> (fold change) |                   |          |                   |          | <i>p</i> value |                   |        |                       |        |
|---------------------------------|----------------------------------------------------------------------|--------------------------------|-------------------|----------|-------------------|----------|----------------|-------------------|--------|-----------------------|--------|
|                                 |                                                                      | CH vs.                         | CH <sub>COV</sub> | HF vs.   | HF <sub>COV</sub> | CH vs.   | CH vs.         | CH <sub>COV</sub> | HF vs. | HF <sub>COV</sub> vs. | CH vs. |
|                                 |                                                                      | Sham                           | vs. Sham          | Sham     | vs. Sham          | HF       | Sham           | vs. Sham          | Sham   | Sham                  | HF     |
| Glucose uptake                  |                                                                      |                                |                   |          |                   |          |                |                   |        |                       |        |
| Slc2a4                          | solute carrier family 2 (facilitated glucose transporter), member 4  | -0.3419                        | -0.1586           | -0.8646* | -0.3559           | -0.5228  | 0.0440         | 0.1974            | 0.0070 | 0.0699                | 0.0619 |
| Glycolysis                      |                                                                      |                                |                   |          |                   |          |                |                   |        |                       |        |
| Pfkm                            | phosphofructokinase, muscle                                          | -0.3427                        | 0.2891            | -0.9244* | -0.3785           | -0.5816  | 0.2464         | 0.3212            | 0.0047 | 0.2573                | 0.0071 |
| Pfkfb1                          | 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1                | -0.7069*                       | -0.5204           | -0.7464* | -0.6889*          | -0.0394  | 0.0014         | 0.0408            | 0.0264 | 0.0006                | 0.8802 |
| Aldob                           | aldolase B, fructose-bisphosphate                                    | -0.4082                        | -0.2667           | -0.7118* | -0.6022*          | -0.3036  | 0.0288         | 0.1829            | 0.0203 | 0.0007                | 0.2737 |
| Pgam2                           | phosphoglycerate mutase 2 (muscle)                                   | -0.2426                        | -0.0736           | -0.8518* | -0.3367           | -0.6092  | 0.0472         | 0.2124            | 0.0174 | 0.0132                | 0.0679 |
| Eno3                            | enolase 3, beta, muscle                                              | -0.6617                        | -0.3597           | -1.0452* | -0.2330           | -0.3836  | 0.0962         | 0.0974            | 0.0048 | 0.3162                | 0.2872 |
| Hexosamine biosynthetic pathway |                                                                      |                                |                   |          |                   |          |                |                   |        |                       |        |
| Gfpt2                           | glutamine-fructose-6-phosphate transaminase 2                        | 0.6040                         | 0.1159            | 0.7365*  | 0.2544            | 0.1325   | 0.0195         | 0.6600            | 0.0451 | 0.2535                | 0.6481 |
| Uap1                            | UDP-N-acetylglucosamine pyrophosphorylase 1                          | 1.0615*                        | -0.0208           | 1.0344*  | 0.1167            | -0.0271  | 0.0011         | 0.9373            | 0.0215 | 0.5112                | 0.9397 |
| Fatty acid metabolism           |                                                                      |                                |                   |          |                   |          |                |                   |        |                       |        |
| Ppargc1b                        | peroxisome proliferator-activated receptor gamma, coactivator 1 beta | -0.4012                        | 0.1075            | -0.6266* | -0.2632           | -0.2254  | 0.0372         | 0.1608            | 0.0059 | 0.0024                | 0.4842 |
| Rxra                            | Retinoid X receptor alpha                                            | -0.4429                        | -0.2918           | -0.6918* | -0.3683           | -0.2489  | 0.0078         | 0.1301            | 0.0023 | 0.0024                | 0.1853 |
| Acs11                           | acyl-CoA synthetase long-chain family member 1                       | -0.2391                        | -0.0789           | -0.6058* | -0.0896           | -0.3667  | 0.1345         | 0.1907            | 0.0018 | 0.2423                | 0.0638 |
| Acs16                           | acyl-CoA synthetase long-chain family member 6                       | 0.1440                         | 0.0290            | -0.4446  | -0.2660           | -0.5886* | 0.6103         | 0.9154            | 0.1291 | 0.2713                | 0.0291 |
| Acsf2                           | acyl-CoA synthetase family member 2                                  | -0.5694                        | 0.0507            | -0.9147* | -0.2779           | -0.3453  | 0.0011         | 0.8084            | 0.0047 | 0.0981                | 0.1676 |
| Acsf3                           | acyl-CoA synthetase family member 3                                  | -0.3307                        | -0.2146           | -0.6604* | -0.4038           | -0.3296  | 0.1743         | 0.1215            | 0.0094 | 0.0735                | 0.2072 |
| Acads                           | acyl-Coenzyme A dehydrogenase, C-2 to C-3 short chain                | -0.3206                        | -0.1377           | -0.8963* | -0.4554           | -0.5758  | 0.0648         | 0.2723            | 0.0037 | 0.0415                | 0.0307 |
| Acadv1                          | acyl-Coenzyme A dehydrogenase, very long chain                       | -0.3718                        | -0.0614           | -0.6529* | -0.2551           | -0.2811  | 0.0038         | 0.3939            | 0.0026 | 0.0177                | 0.1153 |
| Echdc2                          | enoyl Coenzyme A hydratase domain containing 2                       | -0.5552                        | 0.0400            | -0.5864* | -0.0096           | -0.0312  | 0.0024         | 0.7575            | 0.0027 | 0.9477                | 0.8474 |
| Echdc3                          | enoyl Coenzyme A hydratase domain containing 3                       | -0.4181                        | -0.2329           | -0.5110  | -0.3401           | -0.0928  | 0.0242         | 0.1646            | 0.0103 | 0.0309                | 0.5188 |

|        |                                                                                                |          |         |          |          |         |        |        |        |        |        |
|--------|------------------------------------------------------------------------------------------------|----------|---------|----------|----------|---------|--------|--------|--------|--------|--------|
| Ehhadh | enoyl-Coenzyme A, hydratase/3-hydroxyacyl Coenzyme A dehydrogenase                             | -0.7149* | -0.4026 | -0.7903* | -0.5152  | -0.0754 | 0.0207 | 0.0207 | 0.0082 | 0.0153 | 0.7911 |
| Hadha  | hydroxyacyl-Coenzyme A dehydrogenase/3-ketoacyl-Coenzyme A thiolase/enoyl-Coenzyme A hydratase | -0.4056  | -0.0500 | -0.6540* | -0.2645  | -0.2484 | 0.0014 | 0.5167 | 0.0005 | 0.0411 | 0.0674 |
| Acaa2  | Acetyl-Coenzyme A acyltransferase 2                                                            | -0.3567  | -0.2701 | -0.8397* | -0.7693* | -0.4830 | 0.2965 | 0.1952 | 0.0044 | 0.0240 | 0.1682 |

\* denotes  $p < 0.05$  compared to the corresponding sham controls.

**Table S3. Intermediates of glycolysis**

|          | Sham 8W |         | CH      |         | CH <sub>COV</sub> |         | Sham 16W |         | HF      |         | HF <sub>COV</sub> |         | <i>p</i> value    |                                  |                             |                    |                                   |                             |              |
|----------|---------|---------|---------|---------|-------------------|---------|----------|---------|---------|---------|-------------------|---------|-------------------|----------------------------------|-----------------------------|--------------------|-----------------------------------|-----------------------------|--------------|
| Name/ppb | Mean    | SD      | Mean    | SD      | Mean              | SD      | Mean     | SD      | Mean    | SD      | Mean              | SD      | CH vs.<br>Sham 8W | CH <sub>COV</sub> vs.<br>Sham 8W | CH vs.<br>CH <sub>COV</sub> | HF vs.<br>Sham 16W | HF <sub>COV</sub> vs.<br>Sham 16W | HF vs.<br>HF <sub>COV</sub> | CH<br>vs. HF |
| G6P      | 78893.1 | 16650.5 | 87011.2 | 15884.3 | 72153.4           | 13967.1 | 74376.9  | 16394.7 | 57995.5 | 28505.4 | 77834.4           | 24728.8 | 0.408             | 0.465                            | 0.116                       | 0.272              | 0.801                             | 0.254                       | 0.054        |
| F6P      | 10853.0 | 2251.5  | 11486.5 | 1906.0  | 10207.6           | 1536.7  | 10918.6  | 2148.8  | 7339.0  | 3924.6  | 11536.8           | 3321.3  | 0.610             | 0.575                            | 0.230                       | 0.085              | 0.727                             | 0.091                       | 0.042        |
| FBP      | 8506.3  | 1123.5  | 9358.7  | 1163.5  | 8402.9            | 5364.3  | 975.9    | 975.0   | 8587.9  | 2201.1  | 8565.7            | 1611.6  | 0.226             | 0.461                            | 0.708                       | 0.657              | 0.599                             | 0.985                       | 0.466        |
| G3P      | 24495.5 | 4426.8  | 25658.9 | 4252.5  | 22195.5           | 3929.8  | 23279.0  | 4118.7  | 18901.2 | 7556.9  | 24100.4           | 6275.9  | 0.652             | 0.364                            | 0.174                       | 0.269              | 0.817                             | 0.252                       | 0.085        |
| 2PG/3PG  | 2735.4  | 451.5   | 1917.1  | 487.1   | 2091.9            | 661.0   | 2758.8   | 409.22  | 1066.6  | 293.6   | 1882.4            | 568.4   | 0.013             | 0.077                            | 0.613                       | <0.001             | 0.008                             | 0.013                       | 0.004        |
| PEP      | 232.1   | 91.2    | 161.8   | 52.8    | 125.6             | 29.5    | 227.7    | 100.8   | 112.1   | 43.2    | 161.8             | 45.0    | 0.133             | 0.021                            | 0.173                       | 0.030              | 0.222                             | 0.095                       | 0.105        |
| Pyruvate | 92.1    | 11.7    | 58.8    | 27.2    | 78.7              | 12.6    | 97.9     | 16.3    | 54.0    | 5.7     | 84.9              | 17.0    | 0.020             | 0.087                            | 0.134                       | 0.001              | 0.226                             | 0.005                       | 0.688        |

Abbreviations: 2PG, 2-phosphoglycerate; 3PG, 3-phosphoglycerate; CH, compensated hypertrophy; COV, correction of volume overload; F6P, fructose 6-phosphate; FBP, fructose 1,6-bisphosphate; G3P, glyceraldehyde 3-phosphate; HF, heart failure; PEP, phosphoenolpyruvate; SD, standard variation.

**Table S4. Intermediates of the hexosamine biosynthetic pathway**

|                          | Sham 8W |       | CH    |       | CH <sub>cov</sub> |       | Sham 16W |       | HF    |       | HF <sub>cov</sub> |       | <i>p</i> value    |                                  |                             |                    |                                   |                             |              |
|--------------------------|---------|-------|-------|-------|-------------------|-------|----------|-------|-------|-------|-------------------|-------|-------------------|----------------------------------|-----------------------------|--------------------|-----------------------------------|-----------------------------|--------------|
| Name/ $\mu$ M            | Mean    | SD    | Mean  | SD    | Mean              | SD    | Mean     | SD    | Mean  | SD    | Mean              | SD    | CH vs.<br>Sham 8W | CH <sub>cov</sub> vs.<br>Sham 8W | CH vs.<br>CH <sub>cov</sub> | HF vs.<br>Sham 16W | HF <sub>cov</sub> vs.<br>Sham 16W | HF vs.<br>HF <sub>cov</sub> | CH vs.<br>HF |
| Glucosamine-6-phosphate  | 0.033   | 0.008 | 0.033 | 0.010 | 0.038             | 0.011 | 0.032    | 0.009 | 0.040 | 0.011 | 0.052             | 0.015 | 0.961             | 0.358                            | 0.416                       | 0.208              | 0.020                             | 0.198                       | 0.274        |
| UDP                      | 155.9   | 14.5  | 210.9 | 50.4  | 168.5             | 42.7  | 175.7    | 53.8  | 170.1 | 16.0  | 192.5             | 38.5  | 0.044             | 0.520                            | 0.061                       | 0.817              | 0.549                             | 0.259                       | 0.119        |
| UDP-N-acetyl-glucosamine | 0.282   | 0.018 | 0.388 | 0.048 | 0.355             | 0.065 | 0.309    | 0.030 | 0.474 | 0.055 | 0.392             | 0.025 | 0.002             | 0.039                            | 0.243                       | <0.001             | <0.001                            | 0.007                       | 0.016        |

Abbreviations: CH, compensated hypertrophy; COV, correction of volume overload; HF, heart failure; SD, standard variation; UDP, uridine diphosphate.

**Table S5. Acylcarnitines**

|               | Sham 8W |        | CH      |        | CH <sub>COV</sub> |        | Sham 16W |        | HF      |         | HF <sub>COV</sub> |        | <i>p</i> value    |                                  |                             |                    |                                   |                             |              |
|---------------|---------|--------|---------|--------|-------------------|--------|----------|--------|---------|---------|-------------------|--------|-------------------|----------------------------------|-----------------------------|--------------------|-----------------------------------|-----------------------------|--------------|
| Name/ppb      | Mean    | SD     | Mean    | SD     | Mean              | SD     | Mean     | SD     | Mean    | SD      | Mean              | SD     | CH vs.<br>Sham 8W | CH <sub>COV</sub> vs.<br>Sham 8W | CH vs.<br>CH <sub>COV</sub> | HF vs.<br>Sham 16W | HF <sub>COV</sub> vs.<br>Sham 16W | HF vs.<br>HF <sub>COV</sub> | CH vs.<br>HF |
| L-carnitine   | 55366.7 | 8215.4 | 57120.0 | 1587.3 | 53266.7           | 8390.5 | 58728.0  | 6505.9 | 38263.3 | 13222.2 | 53443.3           | 6996.7 | 0.549             | 0.638                            | 0.316                       | 0.001              | 0.148                             | 0.032                       | 0.006        |
| C2 acetyl     | 14701.8 | 1589.0 | 14526.7 | 2725.7 | 17565.0           | 2773.1 | 14185.7  | 3655.9 | 19292.0 | 2484.2  | 18342.9           | 2134.2 | 0.868             | 0.081                            | 0.101                       | 0.011              | 0.012                             | 0.493                       | 0.015        |
| C3 propionyl  | 259.8   | 63.0   | 318.6   | 47.9   | 209.7             | 76.3   | 248.1    | 45.2   | 245.5   | 46.2    | 320.2             | 83.4   | 0.075             | 0.188                            | 0.014                       | 0.912              | 0.024                             | 0.078                       | 0.023        |
| C4 butyryl    | 245.1   | 80.5   | 242.4   | 54.1   | 352.9             | 134.8  | 207.0    | 47.0   | 521.1   | 88.2    | 360.9             | 100.9  | 0.944             | 0.082                            | 0.097                       | <0.001             | 0.006                             | 0.012                       | <0.001       |
| C4 isobutyryl | 27.1    | 27.2   | 31.3    | 10.7   | 23.6              | 16.7   | 23.5     | 11.0   | 45.6    | 25.1    | 37.0              | 16.3   | 0.719             | 0.776                            | 0.360                       | 0.014              | 0.039                             | 0.473                       | 0.227        |
| C5 valeryl    | 41.9    | 19.3   | 48.7    | 7.3    | 46.4              | 23.1   | 43.7     | 11.7   | 65.9    | 31.1    | 68.5              | 22.8   | 0.285             | 0.661                            | 0.827                       | 0.029              | 0.004                             | 0.864                       | 0.240        |
| C6 hexanoyl   | 51.3    | 19.4   | 61.8    | 18.9   | 62.0              | 23.5   | 46.4     | 21.7   | 86.7    | 22.3    | 70.8              | 20.3   | 0.288             | 0.316                            | 0.989                       | 0.002              | 0.030                             | 0.206                       | 0.064        |
| C8 octanoyl   | 20.5    | 7.1    | 26.2    | 9.7    | 20.3              | 3.4    | 16.5     | 5.2    | 29.0    | 7.9     | 24.4              | 8.5    | 0.186             | 0.947                            | 0.230                       | 0.002              | 0.031                             | 0.329                       | 0.586        |
| C10 decanoyl  | 10.7    | 3.5    | 13.0    | 4.3    | 14.5              | 8.6    | 8.8      | 2.6    | 17.6    | 1.1     | 13.2              | 3.6    | 0.239             | 0.208                            | 0.716                       | <0.001             | 0.010                             | 0.016                       | 0.030        |
| C12 lauroly   | 13.1    | 4.4    | 14.5    | 4.5    | 13.6              | 1.5    | 12.2     | 3.8    | 22.2    | 4.1     | 17.7              | 5.7    | 0.544             | 0.767                            | 0.683                       | <0.001             | 0.029                             | 0.133                       | 0.011        |
| C14 myristoyl | 76.2    | 37.8   | 74.7    | 36.3   | 97.5              | 24.0   | 77.1     | 29.3   | 127.2   | 22.8    | 154.5             | 93.4   | 0.937             | 0.276                            | 0.260                       | 0.004              | 0.033                             | 0.502                       | 0.013        |
| C16 palmitoyl | 81.0    | 32.1   | 104.1   | 82.6   | 131.0             | 9.5    | 78.9     | 37.4   | 169.0   | 119.3   | 172.8             | 134.7  | 0.417             | 0.005                            | 0.463                       | 0.034              | 0.041                             | 0.960                       | 0.314        |
| C18 stearoyl  | 3.0     | 0.5    | 3.2     | 1.2    | 3.4               | 0.2    | 2.9      | 0.6    | 3.9     | 0.7     | 3.8               | 1.3    | 0.553             | 0.086                            | 0.777                       | 0.013              | 0.047                             | 0.931                       | 0.305        |

Abbreviations: CH, compensated hypertrophy; COV, correction of volume overload; HF, heart failure; SD, standard variation.

Table S6. Intermediates of the tricarboxylic acid cycle

|            | Sham 8W  |          | CH        |          | CH <sub>cov</sub> |          | Sham 16W  |          | HF        |          | HF <sub>cov</sub> |          | <i>p</i> value    |                                  |                             |                    |                                   |                             |              |
|------------|----------|----------|-----------|----------|-------------------|----------|-----------|----------|-----------|----------|-------------------|----------|-------------------|----------------------------------|-----------------------------|--------------------|-----------------------------------|-----------------------------|--------------|
| Name/ppb   | Mean     | SD       | Mean      | SD       | Mean              | SD       | Mean      | SD       | Mean      | SD       | Mean              | SD       | CH vs.<br>Sham 8W | CH <sub>cov</sub> vs.<br>Sham 8W | CH vs.<br>CH <sub>cov</sub> | HF vs.<br>Sham 16W | HF <sub>cov</sub> vs.<br>Sham 16W | HF vs.<br>HF <sub>cov</sub> | CH<br>vs. HF |
| Citrate    | 48146.7  | 6388.3   | 41521.7   | 10861.3  | 40253.6           | 8447.7   | 41079.7   | 7145.1   | 42566.3   | 14894.7  | 46832.2           | 9898.2   | 0.708             | 0.824                            | 0.826                       | 0.830              | 0.275                             | 0.572                       | 0.892        |
| Isocitrate | 1996.2   | 991.5    | 1124.7    | 350.3    | 1288.4            | 488.3    | 1546.3    | 556.9    | 1980.4    | 1758.5   | 1470.2            | 561.4    | 0.070             | 0.362                            | 0.520                       | 0.585              | 0.818                             | 0.514                       | 0.270        |
| Succinate  | 576291.7 | 314916.6 | 1480521.5 | 908208.2 | 1060302.4         | 438220.4 | 1082788.2 | 682330.4 | 1401680.5 | 896304.2 | 1247481.6         | 910422.0 | 0.129             | 0.551                            | 0.339                       | 0.504              | 0.730                             | 0.774                       | 0.888        |
| Fumarate   | 51768.1  | 36331.9  | 82106.8   | 58713.9  | 81058.0           | 71994.9  | 60637.1   | 28664.3  | 109616.5  | 61868.9  | 91408.4           | 48602.7  | 0.639             | 0.692                            | 0.978                       | 0.116              | 0.211                             | 0.597                       | 0.469        |
| Malate     | 84468.4  | 42376.9  | 84150.8   | 39524.2  | 106978.7          | 42063.0  | 63426.2   | 31751.3  | 77899.4   | 21141.3  | 122671.4          | 79132.1  | 0.535             | 0.075                            | 0.378                       | 0.375              | 0.120                             | 0.429                       | 0.740        |

Abbreviations: CH, compensated hypertrophy; COV, correction of volume overload; HF, heart failure; SD, standard variation.

**Table S7. Oligonucleotide sequences of primers**

|        |         |                              |
|--------|---------|------------------------------|
| Pdp2   | Forward | 5'-GAGGATACTAGGCTGAAAAAC-3'  |
|        | Reverse | 5'-CCTCCATTTCACTTGATTCC-3'   |
| Ehhadh | Forward | 5'-GTTGCTCTTGACCTAATTACC-3'  |
|        | Reverse | 5'-GCAAATTTGATGGCTTCTTC-3'   |
| Acaa2  | Forward | 5'-CTACTTTGTGTCTGGATGTG-3'   |
|        | Reverse | 5'-ATGCTTCATTCACGTCTATC-3'   |
| Acads  | Forward | 5'-TCCAAAACATCCAGTTCAAG-3'   |
|        | Reverse | 5'-GGTGAAAGGCTTCTTATTGTC-3'  |
| Pfkfb1 | Forward | 5'-GGCTATAAGACCTTCTTTGTTG-3' |
|        | Reverse | 5'-TTCTTCATCCAGAGACTCATAG-3' |
| Eno3   | Forward | 5'-CCAAAGAAGACATTACAGCC-3'   |
|        | Reverse | 5'-CAGGTATCGTGATTTGTCTC-3'   |
| Rxra   | Forward | 5'-TCTTCAACCCTGACTCTAAG-3'   |
|        | Reverse | 5'-CTAGTGATGCATACACCTTC-3'   |
| Aldob  | Forward | 5'-CATCATGTTTACCTTGAGGG-3'   |
|        | Reverse | 5'-GACAAAAAGCAGATACCAGG-3'   |

Supplemental figures

A. Canonical pathway analysis in the CH phase

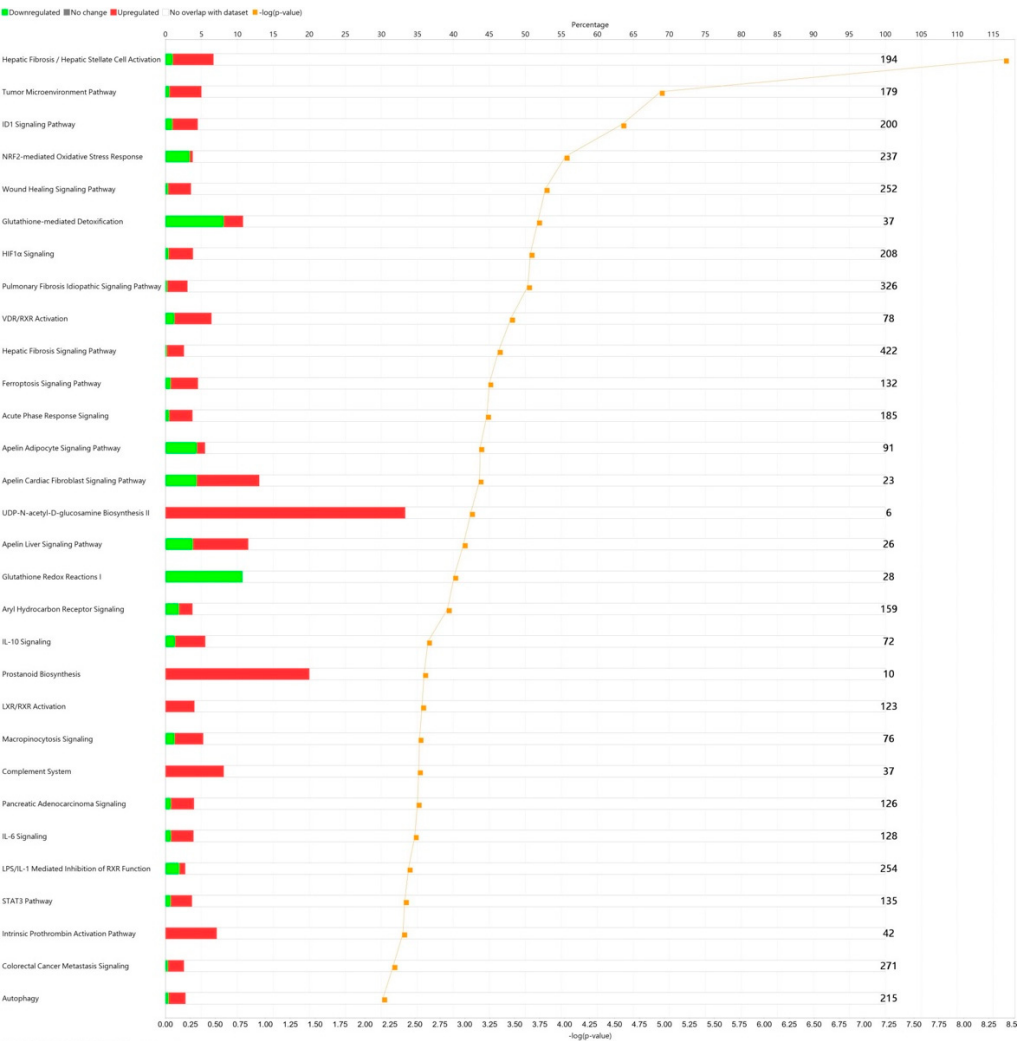

B. Canonical pathway analysis in the CH<sub>COV</sub> phase

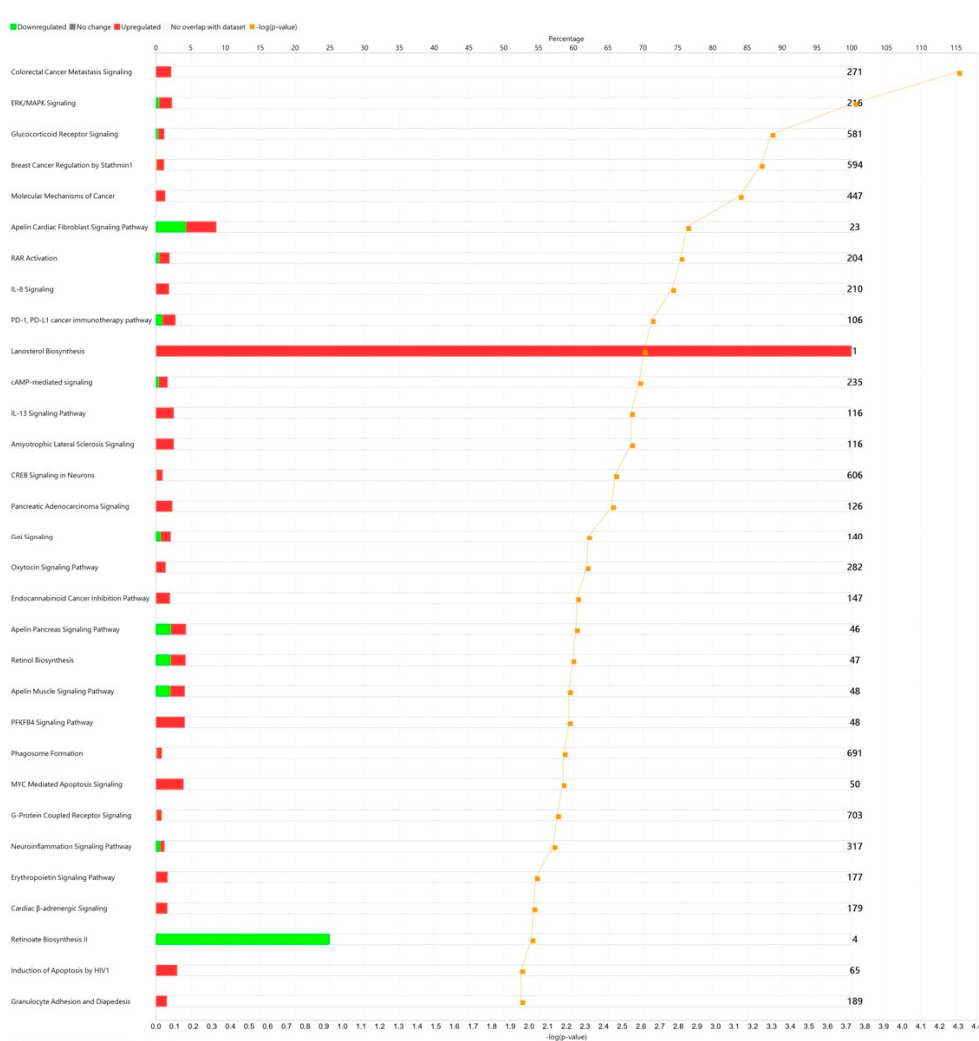

**Figure S1.** Transcriptomics analyses of rats with volume overload (VO) or with correction of VO. Pathway enrichment analyses of the differentially expressed genes (fold change > 1.5 and P < 0.05; ranked by -log [P value] of each pathway) in volume-overloaded rats in the compensated hypertrophy (CH) phase (A) and in VOed rats with correction of VO in the CH phase (CH<sub>COV</sub>). n = 4 per group.

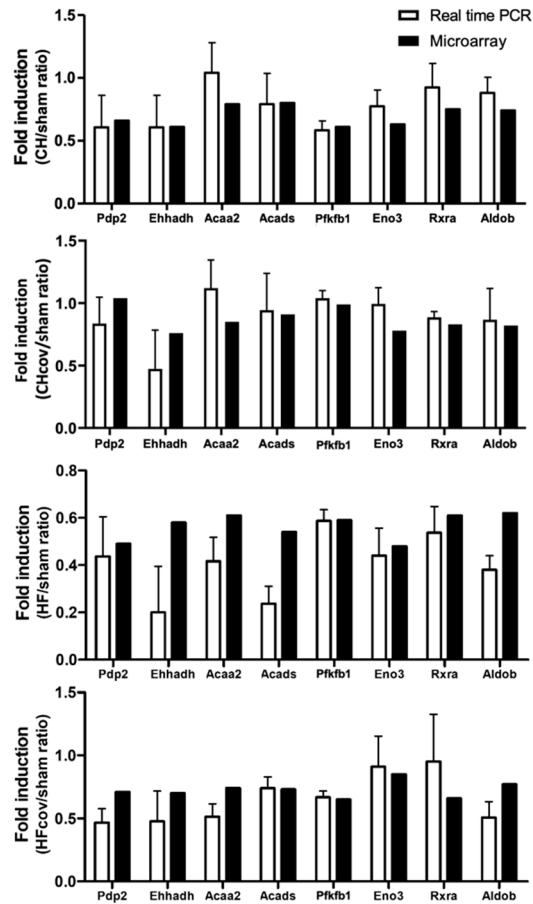

**Figure S2.** Comparison between quantitative polymerase chain reaction (qPCR) and microarray analysis of specific metabolic genes in different phases of volume overload. Data are expressed as log fold change. Genes with downregulation in the microarray analysis in at least one phase investigated were selected. n = 4 per group. CH, compensated hypertrophy, CHcov, correction of volume overload in the compensated hypertrophy phase; HF, heart failure; HFcov, correction of volume overload in the heart failure phase.

## A. Glycolysis

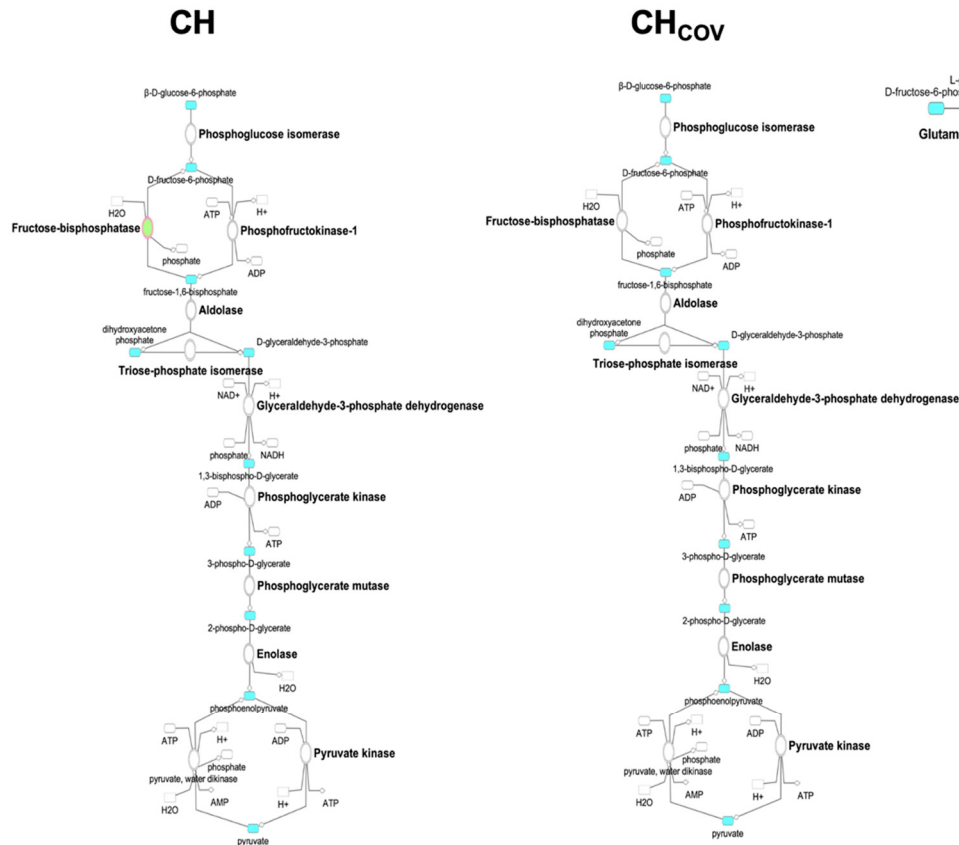

## B. Hexosamine Biosynthetic Pathway

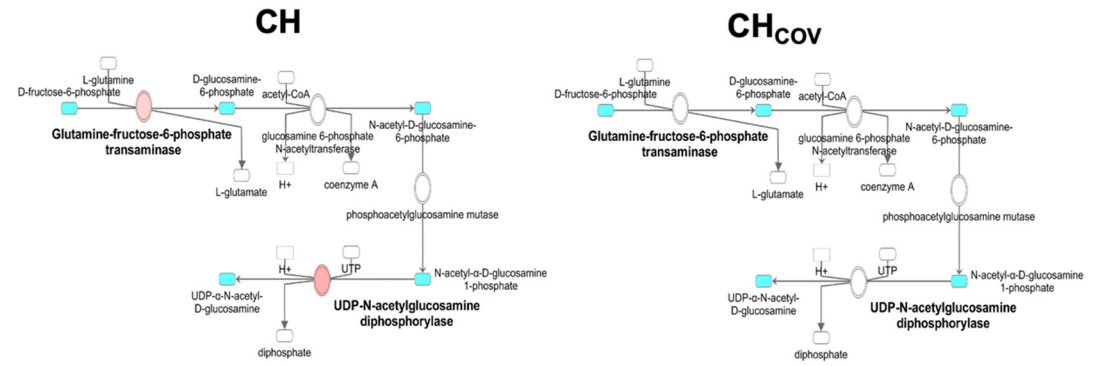

## C. Fatty Acid Oxidation

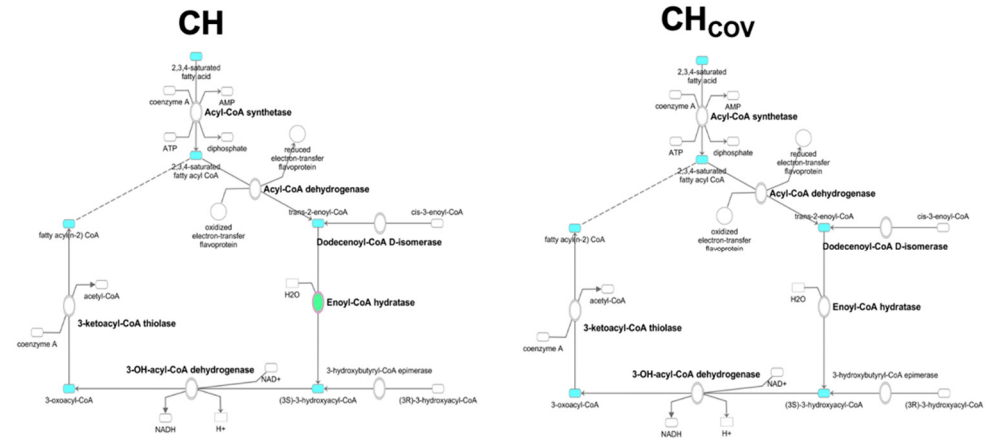

**Figure S3.** Differential expression of genes (fold change > 1.5 and P < 0.05) involved in glycolysis (A), hexosamine biosynthetic pathway (B), and fatty acid oxidation (C) in volume-overloaded rats in the compensated hypertrophic (CH) phase and in volume-overloaded rats after correction of volume overload in the CH phase (CH<sub>cov</sub>). The ovals in the maps represent enzymes in each metabolic pathway, with red and green denoting upregulation and downregulation of gene expression, respectively. n = 4 per group.

How the deposited data were processed for this re-analysis (not part of the article)

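Expression was measured in left ventricles of male Sprague-Dawley rats, 4 control rats and 4 rats each at 8, 16 and 24 weeks after creation of the ACF, with 1 array per rat and 16 arrays in all. The deposited values are log2 intensities per probe set, which the authors made by RMA in Affymetrix Expression Console 1.2. The authors' values cover 31099 probe sets, including 57 control probe sets of the manufacturer. No raw intensities were processed. The medians of the deposited arrays lie at 2 levels with a gap of 0.21 between the means of the levels, and neither the paper nor the labels name a reason. The number of arrays limits the precision, and the levels of the arrays limit the comparisons between groups.

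Gene symbols came from the annotation of the array. Of the probe sets, 20832 carry 1 symbol, 436 carry several and 9831 are not named; only the first kind was used for genes, and 1 probe set with several symbols is reported without assigning it to a gene. Gene IDs of 20764 probe sets were found in a current gene table of the rat (assembly GRCr8), which changed 0 symbols, and no coordinates were used. Where a gene had several probe sets, the one with the highest mean over the 16 arrays stood for it, which left 14218 genes. No filter on dim probe sets was applied, since the paper states none. Groups were taken from the sample labels, with control standing for the paper's sham controls, 8 weeks taken as the CH phase and 16 weeks as the HF phase. Replicate numbers were not used as pairs.

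A linear model with 1 mean per group was fitted to all 16 arrays with limma 3.58.1 in R 4.3.3, and moderated tests compared 8, 16 and 24 weeks with control, 16 with 8 weeks and 24 with 16 weeks. The p values were adjusted over all genes by the Benjamini-Hochberg method, with a threshold of 0.05. Counts at the paper's threshold used a fold change above 1.5 and an unadjusted p under 0.05. The contrast of 16 with 8 weeks is the test of whether an effect differs between the phases, since both use the same controls. Gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and with an estimated correlation and fry as alternatives. Lists with fewer than 5 measured genes were only counted. Counts adjusted over the list alone are given beside those over all genes. Single genes also have an exact two-sided permutation test of 4 against 4 arrays, whose smallest p is 0.0286. Standard errors (SE) are those of the model, and SD is the spread of 4 arrays.

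The text names the genes that the paper names for the microarray, whose values in Table S2 had been seen; per comparison with control, up to 10 genes with the largest rise and 10 with the largest fall among those that passed and whose 4 arrays all lay outside the range of the 4 control arrays, without names that are only locus or clone identifiers; and up to 4 members of each list described, those with the smallest adjusted p. Further list members are named where a count is small.

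The functions were first tested on simulated data with the means and spread of the real genes and 200 changed genes. Of genes changed 3-fold, 97% were recovered in the comparison of 8 weeks with control and 98.5% in that of 16 weeks with control, and camera called all 5 of 5 shifted lists and 0 of the others among 40 simulated lists in each comparison. Alternatives set before the data were examined were the methods' test (unpaired, equal variance), a fit on only the 8 arrays compared, a variance prior with trend and robust options, the replicate number as a block, the upper 50% of genes by mean, arrays centred on their medians, cyclic loess between arrays, array weights, the mean of a gene's probe sets, all probe sets, a fold change above 1.5 beside the adjusted p, and leaving out each array in turn. The array level as a block, a fit on only the 9 arrays with medians near 6.1, and leaving out each array after centring were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9. Samples of the corrected groups were not analysed here.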

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

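The share of lower genes among those called at 24 weeks after centring, the counts without single arrays after centring, the comparison of macrophage with vascular markers, the comparisons with dimmer cardiomyocyte markers, and the fits by array level were tests chosen only after the results were seen.

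More genes fell than rose against control at 16 weeks (1006 and 359) and at 24 weeks of ACF (1594 and 81), the latter in a group that the paper does not analyse. Neither scaling of the arrays at 2 levels by the normalization nor a real loss of RNA from most genes could be tested directly. Medians within the HF group were split, at 6.13 and 6.14 in replicates 1 and 2 and 5.93 and 5.92 in replicates 3 and 4. Values normalized to alike distributions would not carry a loss of RNA as such a split within a group. The medians thus argue against a real loss as the source of the 2 levels at 16 weeks. Scaling stays open, and at 24 weeks, where all 4 arrays lie at the lower level, both stay open. After centring, 42.2% of the genes called at 24 weeks were lower, but centring balances higher and lower genes whatever the cause, and among the 4 control and 2 HF arrays at the higher level 53.8% of genes were below 0 at 16 weeks, but these arrays were chosen for alike medians and their values had been normalized to alike distributions. Control and 24-week arrays share no level, so a block for the level separates it from the condition there only through the 8- and 16-week arrays, assuming that it acts alike in every group; with it 10 genes rose and 0 fell at 24 weeks. A difference in the time after ACF stays open too and was not tested apart from the level.

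Once each array was centred, 1420 genes passed at 16 weeks and 135 at 24 weeks. One 24-week array close to the controls may account for part of this: without ACF 24 weeks replicate 4 the centred count was 531, which is above 135 and below the 1732 genes at 16 weeks without ACF 16 weeks replicate 4, so this test left the question open. That the 24-week arrays differ from the 16-week arrays in expression stays open as well. The direct comparison of centred arrays called 0 genes in limma (1278 at an unadjusted p under 0.05), and without centring the methods' test also called 0, which by the bound set beforehand speaks against it, but that bound was wrong, because the circadian clock list differed between these groups by camera (adjusted p = 7.35e-06; adjusted p = 0.0348 with an estimated correlation). The centred count at 24 weeks also was 8 without control replicate 1, 10 without control replicate 2, 21 without control replicate 3, 23 without ACF 24 weeks replicate 2, 35 without ACF 24 weeks replicate 3 and 86 without ACF 24 weeks replicate 1.

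Genes of mitochondrial β-oxidation were lower at 16 weeks of ACF, and all 4 arrays had a lower mean of this list than every control array. A loss of cardiomyocyte RNA that raises every other cell type alike is argued against, since the macrophage mean minus the mean of the endothelial and smooth muscle lists rose by 1.14 (exact permutation test, p = 0.0286). Scaling at 2 levels is argued against by the list's median of -0.47 relative to all genes within arrays of one level. That value rests on 2 of the 4 arrays, with lower centred β-oxidation means than the 2 others (10.636 and 10.655 against 10.806 and 10.935). The same 2 arrays had the highest macrophage means of the 4. A smaller cardiomyocyte share through a gain of macrophage RNA stays open: the list's mean minus that of the cardiomyocyte markers was -0.32 against control and separated the groups, which by the bound set beforehand speaks against it, but that bound was wrong, because 10 of the 18 markers lie in the brightest range of control means, where the median absolute deviation of the changes was 0.0585 against 0.184 for genes from 11 to 12; with the 9 dimmer markers the difference was -0.28 (exact permutation test, p = 0.0286) and with the 3 below 13 it was -0.19 (p = 0.0857). A shift in the time of day of tissue collection, or a change of the clock itself, stays open at 16 weeks, as the mean of 8 clock output genes minus that of 4 genes in phase with Bmal1 differed from control by -2.20 and separated the groups. At 24 weeks this difference was -0.26 (exact permutation test, p = 0.114) while the centred β-oxidation mean was lower by -0.35 (p = 0.0286), and the effect of VO itself stays a hypothesis.

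Other splits of the 8 arrays of a comparison into 4 and 4 were fitted with limma on those arrays, 35 splits each. Against control, the real split gave more genes than any other at 8 weeks (39 genes, highest other 7) and at 16 weeks (1148, highest other 1). It also did at 24 weeks (2886, highest other 39), where the real split is also the split by array level. With centred arrays the count at 24 weeks was 163 and the highest other 6. Since the real split is itself 1 of the 35, a share of 1 of 35 is the smallest possible. These counts thus argue against chance but cannot exclude it. The fit on all 16 arrays called 1 gene at 8 weeks. For 24 against 16 weeks the real split gave 2 genes and the highest other 1 (1 of 35 splits as large), and with centred arrays 2 of 35 splits were as large as the real count of 1. For 16 against 8 weeks the counts do not argue against chance: 6 of 35 splits gave as many as the real count of 1 gene, and the highest other gave 2.

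Among 88 groups of 4 arrays of the genes the paper names, 5 held an array far from the others, where chance gives about 1 in 20. The gap to the nearest array was 0.982 of the group's range for Slc2a4 in ACF 16 weeks replicate 1, 0.924 for Pfkfb1 in control replicate 3, 0.842 for Acsl6 in ACF 8 weeks replicate 2 (8.01, others 8.55 to 8.65), 0.879 for Acsf2 in control replicate 3 and 0.858 for Pdp2 in ACF 8 weeks replicate 1.

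Differences between 16 and 8 weeks, as medians relative to all genes, passed camera for 10 lists described here: regulators of lipid and mitochondrial metabolism (-0.13), fatty acid uptake and activation (-0.18), mitochondrial β-oxidation (-0.17), TCA cycle (-0.12), oxidative phosphorylation (-0.12), macrophage markers (0.35), complement (0.26), fibrillar collagen and matrix (0.19), hypertrophy (0.17) and circadian clock (-0.22). Each has an adjusted p of 0.491 with an estimated correlation. Between 24 and 16 weeks, regulators (0.0786), mitochondrial β-oxidation (0.0400), macrophage markers (-0.49), fibrillar collagen and matrix (-0.16) and the circadian clock (0.49) differed by camera; with an estimated correlation the clock list kept its call, and the others had adjusted p = 0.594, 0.717, 0.594 and 0.717.

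Outside the genes that the paper discusses, Colec11 rose at 8 weeks (1.51, the one gene that passed). At 16 weeks the largest rises were in secreted and matrix proteins, Postn (4.16), Spp1 (2.94), Thbs4 (2.83), Timp1 (2.74) and Chi3l1 (2.66); in growth factors, Tgfa (2.99), a ligand of the EGF receptor, and Inhbb (2.58), an activin subunit; and in Dnah7 (3.07), an axonemal dynein, Tmem119 (2.62) and Depdc7 (2.33). The largest falls there were in immune genes, RT1-Bb (-3.60), an MHC class II chain, and Fcer2 (-2.02), a receptor for IgE; in Dbp (-2.66), a clock output gene; in Aplnr (-1.81), the apelin receptor; in Car4 (-2.45), a carbonic anhydrase; and in Gabrb2 (-1.73), Rasd2 (-1.71), Art1 (-1.68), Dhrs7c (-1.67) and Ddit4l (-1.55). At 24 weeks the rises were Dnah7 (3.48), Tgfa (2.35), Atf3 (2.09), a stress-induced transcription factor, Tmem119 (1.87), Otud1 (1.77), Cnpy1 (1.67), Depdc7 (1.57), Bex1 (1.50), Ccn2 (1.49), connective tissue growth factor, and Cpeb1 (1.37). The falls were Ephx2 (-1.95), the soluble epoxide hydrolase, Aplnr (-1.90), Car4 (-1.75), Gabrb2 (-1.53), Cyp2e1 (-1.52), Aqp7 (-1.46), a glycerol channel, Lpar6 (-1.26), Mycn (-1.26), Paqr9 (-1.26) and Ddit4l (-1.24). In all, 1675 genes passed at 24 weeks, 118 without control replicate 1, 371 without control replicate 2, 303 without control replicate 3, 935 without control replicate 4, 1003 without ACF 24 weeks replicate 1, 16 without ACF 24 weeks replicate 2 and 685 without ACF 24 weeks replicate 3; values are log2 fold changes with n = 4 arrays per group, and with the array level as a block none of the 20 genes named at 24 weeks passed.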

How the results depend on the processing

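The array level as a block, the fit on only the arrays with medians near 6.1 and the centred fits without single arrays were added after seeing the data; the other alternatives were set before. The number of arrays and the levels of the arrays set the limits: 1447 values of genes the paper names kept direction and side of the threshold, 150 lost the call, 27 gained it, 14 changed sign without a call and 0 reversed, and for the lists these numbers were 3122, 252, 153, 246 and 5. At 16 weeks the methods' test left 2 of the 19 named genes called over all genes, and the cause was not tested; replicate numbers did not pair the arrays (6 of 24 pairs with the same number correlated above 0.1).

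Genes changed at 8 weeks numbered 1, and 0 with the methods' test, 39 with only the 8 arrays compared, 2 with trend and robust, 4 in the upper 50% of genes by mean (fewer genes tested), 13 with centred arrays, 7 with cyclic loess, 268 with array weights, 30 with the level block and 44 within the higher level. At 16 weeks 1365 became 300 with the methods' test, 2736 with array weights and 684 with a fold change above 1.5 as well. At 24 weeks 1675 became 2886 with only the 8 arrays compared, 764 in the upper 50% by mean, 135 with centred arrays, 144 with cyclic loess, 4751 with array weights, 10 with the level block, 3838 with all probe sets and 458 with a fold change above 1.5 as well. For 16 against 8 weeks, 0 became 1 with only the 8 arrays compared and 248 within the higher level, and for 24 against 16 weeks 0 became 2 with only the 8 arrays compared, 1 with trend and robust, 1 with the mean of the probe sets and 1 with all probe sets. Genes past the study's threshold were 334 in place of 214 with array weights at 8 weeks; 567 (upper 50%) and 1341 (within the higher level) in place of 879 at 16 weeks; 307 (upper 50%) in place of 608 at 24 weeks; and 106 (methods' test), 122 (upper 50%), 308 (level block) and 613 (within the higher level) in place of 202 for 16 against 8 weeks. Apart from the smaller number of genes in the upper 50% and the stricter fold threshold, the cause was not tested.

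The glycolysis list, uncalled throughout, had a relative median of 0.0500 at 8 weeks, and camera's direction turned with only the 8 arrays compared, the replicate block and centred arrays (each 0.0500), the level block (-0.00356) and the higher level (-0.0131); at 16 weeks fry turned it at 0.0321. At 8 weeks the calls were lost within the higher level for fatty acid uptake (-0.10) and the TCA cycle (-0.0761). With an estimated correlation the calls were lost at 8 weeks for fatty acid uptake (-0.13), β-oxidation (-0.29) and the TCA cycle (-0.10), and at 16 weeks for the same lists (-0.34, -0.43 and -0.20); with fry, which does not compare a list with other genes, they were lost at 8 weeks (-0.13, -0.29 and -0.10). A reversed direction was found with fry for antioxidant genes (-0.0157), the circadian clock (-0.0627) and Schwann cell markers (0.13) at 24 weeks and for branched-chain amino acid catabolism at 24 against 16 weeks (0.0940), and with array weights for the interferon response at 16 against 8 weeks (-0.00992); the cause was not tested.

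Leaving out each array in turn gave 1 to 4 genes changed at 8 weeks (4 without control replicate 4 and 3 without ACF 8 weeks replicate 4), 650 to 1449 at 16 weeks (650, 733 and 780 without control replicates 1, 2 and 3, 805 without ACF 16 weeks replicate 1), 16 to 2038 at 24 weeks, 0 to 2 for 16 against 8 weeks (1 without ACF 8 weeks replicate 1, 2 without ACF 16 weeks replicate 3) and 0 to 16 for 24 against 16 weeks (14 without ACF 16 weeks replicate 3, 16 without ACF 16 weeks replicate 4, 6 without ACF 24 weeks replicate 2). At the study's threshold the ranges were 182 to 289, 748 to 1077, 422 to 842 and 145 to 348 (348 without ACF 16 weeks replicate 4) for these comparisons up to 16 against 8 weeks. The list medians ranged from -0.0154 to 0.0165 (glycolysis), 0.02 to 0.10 (hexosamine), -0.23 to -0.10 (fatty acid uptake, call lost for 4 arrays), -0.33 to -0.24 (β-oxidation) and -0.12 to -0.0585 (TCA cycle, call lost for 4 arrays) at 8 weeks, and from -0.0298 to 0.0873, 0.11 to 0.22, -0.41 to -0.27, -0.48 to -0.32 and -0.24 to -0.15 at 16 weeks.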

Differences from the paper's values

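Table S2 gives log2 fold changes of 21 genes, and 19 of them have a probe set of their own here. Of the 57 values compared (CH, HF and the difference between the phases), 0 differed from the paper's by more than the larger SD of the groups or in sign. Within 0.0001, a probe set of 18 of the 19 genes gave the paper's CH value and 18 gave its p, with the methods' test; the exception is Rxra, where the paper's value is -0.4429 and the value here -0.28. At 16 weeks 0 of 19 values matched the paper's HF values within 0.0001, with a median difference of 0.0931 and a largest difference of 0.214. Under the alternatives set before the data were examined, 3 values of the CH phase, 12 of the HF phase and 2 of the difference between the phases did differ by this rule.

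The paper states that Rxra was downregulated in the HF phase. Here its log2 fold change was -0.48 with an adjusted p = 0.0585 and a fold of 0.718, which is inside the paper's threshold of 1.5. Within 0.0001, 0 of 19 HF values matched the paper's, whereas 18 of 19 CH values did. The paper's HF values were thus not made from the HF and control arrays used here as they stand. The probe set may be unlike too, since the CH value of Rxra matched no probe set annotated to it. It passed over all genes with the replicate block (adjusted p = 0.045), array weights (0.0199) and without ACF 16 weeks replicate 1 (0.0403). The paper lists Pfkfb1 and Gfpt2 as changed in the CH phase. Both passed its own threshold here (folds 0.613 and 1.52), as did Ehhadh (0.609), and none passed over all genes; Pfkfb1 passed with array weights and with only the 8 arrays compared, while Gfpt2 and Ehhadh reached adjusted p = 0.0718 and 0.0525 at the lowest. Eno3, which the paper lists for the HF phase, also passed the threshold in the CH phase here with limma (fold 0.632), but not with the methods' test, and without ACF 8 weeks replicate 1 its log2 fold change of -0.42 was inside the threshold. For the TCA cycle the paper reports no significant change, and here 7 of 18 genes fell over all genes in the HF phase. Of these, 2 passed the paper's threshold with uncentred arrays, both close to it. That the HF values here did not match the paper's bears on this comparison as well. The paper reports GLUT1 as not changed; this held for Slc2a1 here, except within the arrays with medians near 6.1, an alternative chosen after seeing the values, where it rose and where 1 of the 19 named genes called otherwise, Acsf2, lost its call. Slc2a4 was lower in the HF phase here as in the paper, and its direct difference from the CH phase did not pass over all genes.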

Other observations

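Several genes of amino acid breakdown and a minority of those of the respiratory chain fell at 16 weeks of ACF. In these arrays the centred macrophage marker mean was higher than in control by 1.06 and the cardiomyocyte marker mean lower, at -0.15 (exact permutation tests, p = 0.0286 for each). Of 25 genes of branched-chain amino acid and tryptophan catabolism, 14 fell and none rose (18 and 2 adjusted over the list alone, n = 4 arrays per group), among them Bckdha, a subunit of the branched-chain ketoacid dehydrogenase, at -1.10 (SE 0.19, adjusted p = 0.00258), Gcdh at -0.67 (SE 0.10, adjusted p = 0.00129) and Bcat2, the mitochondrial aminotransferase, at -0.83 (SE 0.18, adjusted p = 0.00768); the list's median relative to all genes was -0.33 (camera, adjusted p = 4.88e-06; adjusted p = 0.396 with an estimated correlation), and 8 fell and 1 rose with centred arrays. Of 65 genes of oxidative phosphorylation 14 fell, 7 with centred arrays, with a relative median of -0.14 (adjusted p = 1.86e-07; adjusted p = 0.548 with an estimated correlation). Of 6 genes of ketone body metabolism, Bdh1 (-0.83, SE 0.22, adjusted p = 0.0251) and Acat1 (-0.51, SE 0.13, adjusted p = 0.0238), enzymes of ketone oxidation, fell, and the monocarboxylate transporter gene Slc16a3 rose (0.39, SE 0.12, adjusted p = 0.0427). Of 11 complement genes 7 rose (8 adjusted over the list alone), with a relative median of 1.03 (adjusted p = 8.09e-11; adjusted p = 0.242 with an estimated correlation); C1qa, C1qb and C1qc are also among the macrophage markers. Of 16 genes of elastin assembly 6 rose, including Lox at 1.88 (SE 0.29, adjusted p = 0.00131), Loxl1 at 1.60 and Fbn1 at 1.51. Of 15 fibroblast markers 4 rose, with Pi16 at 1.61 (SE 0.29, adjusted p = 0.00339). Of 17 genes of antigen presentation 5 fell, including Cd74 at -0.75 (SE 0.16, adjusted p = 0.00675), and 3 fell and 1 rose with centred arrays. Lymphocyte, neutrophil and mast cell, smooth muscle and adipocyte markers each had 1 gene that fell and none that rose; of 13 endothelial markers Vwf rose (1.20) and Egfl7, Aplnr and Tie1 fell.

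Clock genes moved apart at 16 weeks, with Dbp at -2.66 (SE 0.33, adjusted p = 0.000591), Tef at -1.11 (SE 0.15, adjusted p = 0.000929) and Per3 at -1.08 (SE 0.20, adjusted p = 0.00397) lower and Bmal1 at 1.95 (SE 0.40, adjusted p = 0.0068) higher. The list's median relative to all genes was -0.42 (camera, adjusted p = 0.105), with members going both ways. At 8 weeks Dbp had -1.59 (adjusted p = 0.147) and Bmal1 1.40 (adjusted p = 0.302). The mean of 8 clock output genes minus that of 4 genes in phase with Bmal1 was 1.79 to 2.10 in the control arrays. At 8 weeks it was -0.58, 0.88 and 0.07 in replicates 1, 3 and 4. In replicate 2, the one 8-week array at the lower level, it was 2.19. A shift in the time of day of tissue collection, or a change of the clock itself, thus stays open at 8 weeks as well. At 24 weeks, where all arrays lie at the lower level and no control array does, 14 of 21 β-oxidation genes and 10 of 18 TCA cycle genes fell, and 1 and 0 did with centred arrays; the relative medians were -0.35 and -0.15 (camera, adjusted p = 1.45e-07 and 0.000192; adjusted p = 0.294 and 0.618 with an estimated correlation). Macrophage markers had a relative median of 0.69 there, with 3 of 15 that rose (4 adjusted over the list alone). Gfpt2 rose at 24 weeks (0.82, SE 0.21, adjusted p = 0.0255); with the array level as a block its log2 fold change was larger, 1.11, and did not pass (adjusted p = 0.125), nor did it with the methods' test (adjusted p = 0.0627), without control replicate 1, 2 or 3 (0.0795, 0.0585 and 0.0627) or without ACF 24 weeks replicate 2 or 3 (0.0887 and 0.0599). Across the 14218 genes, which are not independent replicates, the centred fold changes at 8 and 16 weeks had r = 0.811; simulated arrays with the same shared controls and no effect gave r = 0.501, and with the controls split between the comparisons r ranged from 0.529 to 0.631. At the study's threshold with centred arrays, 141 genes were higher and 51 lower at both times, where independent lists would share 5.79 and 1.39 and the simulation shared 10 in all.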
